# Gadolinium Protects *Arabidopsis thaliana* against *Botrytis cinerea* through the Activation of JA/ET-Induced Defense Responses

**DOI:** 10.3390/ijms22094938

**Published:** 2021-05-06

**Authors:** Juliana Santos Batista-Oliveira, Damien Formey, Martha Torres, Wendy Aragón, Yordan Jhovani Romero-Contreras, Israel Maruri-López, Alexandre Tromas, Kátia Regina Freitas Schwan-Estrada, Mario Serrano

**Keywords:** *Arabidopsis thaliana*, biostimulant, *Botrytis cinerea*, defense responses, gadolinium, rare-earth elements

## Abstract

Plant food production is severely affected by fungi; to cope with this problem, farmers use synthetic fungicides. However, the need to reduce fungicide application has led to a search for alternatives, such as biostimulants. Rare-earth elements (REEs) are widely used as biostimulants, but their mode of action and their potential as an alternative to synthetic fungicides have not been fully studied. Here, the biostimulant effect of gadolinium (Gd) is explored using the plant-pathosystem *Arabidopsis thaliana*–*Botrytis cinerea.* We determine that Gd induces local, systemic, and long-lasting plant defense responses to *B. cinerea*, without affecting fungal development. The physiological changes induced by Gd have been related to its structural resemblance to calcium. However, our results show that the calcium-induced defense response is not sufficient to protect plants against *B. cinerea*, compared to Gd. Furthermore, a genome-wide transcriptomic analysis shows that Gd induces plant defenses and modifies early and late defense responses. However, the resistance to *B. cinerea* is dependent on JA/ET-induced responses. These data support the conclusion that Gd can be used as a biocontrol agent for *B. cinerea*. These results are a valuable tool to uncover the molecular mechanisms induced by REEs.

## 1. Introduction

Two major factors determine the quantity and quality of plant-derived food: growth and development in the field and postharvest handling and storage conditions. Once a product is harvested, damage induced by microorganisms can cause 25% to 50% of the food to be lost [1]. Fungi of the genera *Alternaria, Aspergillus, Botrytis, Fusarium, Geotrichum, Gloeosporium, Penicillium, Mucor*, and *Rhizopus* are responsible for most of these losses [2,3]. In particular, the ubiquitous necrotrophic fungus *Botrytis cinerea* (Pers) has been shown to infect more than 200 plant species and to be responsible for “botrytis bunch rot” or “grey mold” symptoms. Due to these characteristics, *B. cinerea* has been classified as the second most important phytopathogen in existence [3]. To reduce the damage caused by *B. cinerea* and other fungi, farmers use different chemicals, including fungicides and biostimulants. The latter have been proposed as a new eco-friendly alternative to synthetic fungicides and are defined as naturally occurring molecules, elicitors, or microorganisms that enhance plant development, abiotic and biotic stress resistance, and/or crop quality traits [4,5].

Biostimulants that activate plant defense responses include polypeptides; glycoproteins; lipids; proteins; glycolipids; oligosaccharides; and microbe-, herbivore-, and damage-associated molecular patterns [4,5,6]. Defense responses primed by biostimulants include the activation of the plant innate immunity and the late defense responses. As part of the immune response, the accumulation of reactive oxygen species (ROS), calcium (Ca^2+^) influx, protein phosphorylation, mitogen-activated protein kinase (MAPK) signaling, and transcriptional induction of the early defense response genes take place [7,8,9]. After the initial response, the secondary defense responses are activated, including the production of histological barriers such as callose or lignin and the induction of salicylic acid—(SA), jasmonic acid—(JA), and ethylene—(ET) dependent signaling pathways [10]. These pathways finally lead to the induction of systemic acquired resistance (SAR) in non-infected distal organs of the plant [6,11,12]. The combined effect of these defense responses can efficiently stop disease induced by non-adapted pathogens, including fungi.

Rare-earth elements (REEs) are trace metals from the lanthanide group. While REEs are not known to be nutritionally essential to plants, they have been used as biostimulants in agriculture, particularly in China, to improve plant growth and development [13,14,15,16]. Depending on their concentration, REEs can have positive and negative effects on plant growth, development, and production (see reviews [17,18]). For instance, the application of a low concentration of neodymium (1, 3 or 5 mg/L) improved the germination rates of *Cassia obtusifolia* seeds, while higher concentrations inhibited them [19]. On the other hand, the application of 6 mg/L of neodymium increased the germination rates of *Astragalus membranaceu* seeds up to 42% [18], suggesting that the beneficial effects of REEs depend not only on the concentration but also on the plant species. Nevertheless, the beneficial effects of REEs have been related to their structural chemical resemblance to the secondary messenger, calcium [20]. Many REEs can displace the divalent Ca cation due to their trivalent charges and thus higher charge density, modifying an increased number of Ca-mediated biological processes [21]. In particular, calcium channels have been reported to be specifically blocked by the so-called “super calcium molecule” gadolinium, modifying multiple plant responses to abiotic and biotic stimuli [22,23]. Nevertheless, the effect of REEs on plant biology still remains mostly unknown [17]. For this reason, it is still not clear if the biological effects of REEs are only due to their structural chemical resemblance to Ca or to as-yet unknown mechanisms.

Nowadays, food production is based on the application of fertilizers—for instance, 18.8 × 10^10^ Kg of phosphate-based fertilizers are applied every year worldwide [24]. REEs are found as minor components of the raw material of phosphate-based fertilizers (monazites) [25,26]. For this reason, REEs are constantly applied to plants as biostimulants and/or as part of fertilizers, although basic information about them, such as their molecular mechanisms and the transcriptional changes induced by their application, are mostly unknown. On the other hand, their possible use as an alternative to synthetic fungicides has not been fully explored either. Only a handful of reports have studied the effect of REEs during plant–microbe interactions, some with contradictory outcomes. Some of these studies have indicated that the application of REEs induces defense responses against brown blast disease in rubber trees and fusarium wilt in tomato [27,28], while another report showed their inhibition of plant defense mechanisms [29]. Nevertheless, in order to become an alternative to synthetic fungicides, it is first necessary to properly characterize the molecular changes induced by REEs and then optimize their application and activity in the field.

In this report, we showed that the REE gadolinium (Gd) is a biostimulant that improves the growth and development of *A. thaliana* roots. Additionally, we determined that Gd protects plants against the necrotrophic fungus *B. cinerea*, without affecting the development of the fungus itself. Gd has a dose-dependent and long-lasting effect, triggering local and systemic defense responses against *B. cinerea*. To our knowledge, this is the first report of change in the plant transcriptome induced by Gd during the interaction with *B. cinerea* using genome-wide analysis (RNA-seq). This information will be a valuable tool to uncover the molecular mechanisms induced by REEs and will help in future efforts to improve and fully exploit their use in agriculture.

## 2. Results

### 2.1. Gadolinium Improves Root Development of A. thaliana

Our previous results indicated that the application of 0.2 g/L of gadolinium (III) nitrate hexahydrate (Gd(NO_3_)_3_·6H_2_O) has a positive effect on the development of *Glycine max* compared to plants treated with 0.2 g/L of calcium nitrate (Ca(NO_3_)_2_), henceforth identified as Gd and Ca [30]. Based on this observation and in order to better understand the molecular mechanisms induced by the exogenous application of gadolinium, we analyzed its effect on the model plant *A. thaliana*. *A. thaliana* seeds were germinated in the presence of distilled sterile water (as mock), 0.2 g/L Ca, or 0.2 g/L Gd. Ca was also used as a control because of its structural resemblance to Gd. Ten days after germination, a significant increase in root length was observed in Gd-treated plants compared to mock- and Ca-treated samples (Figure 1A). Afterwards, the same seedlings were transplanted to soil and the number of leaves was counted 30 days later. Once more, we observed a slight increase in the number of leaves in Gd-induced samples compared to the mock- and Ca-treated samples. However, these differences were not statistically significant (Figure S1). Additionally, no changes in germination rate or fresh or dry weight were observed between the mock-, Ca-, and Gd-treated samples (Figure S1). Taken together, these results suggest that Ca did not affect *A. thaliana* growth and that exogenous Gd application improved the root growth of *A. thaliana*.

### 2.2. Gadolinium Protects Arabidopsis thaliana Plants against the Necrotrophic Pathogen B. cinerea

Our next step was to determine if Gd has an effect in the well-characterized plant-pathosystem *A. thaliana–B. cinerea*. Four-week-old *A. thaliana* plants were pre-treated for 24 h (hpt) by spraying with 0.2 g/L Gd or Ca and distilled sterile water (as mock) and afterwards infected with *B. cinerea* spores. First, we measured the percentage of plants showing disease symptoms 72 h post infection (hpi), expressed as disease incidence (Figure 1B). No statistical differences were observed between the mock- and Ca-treated plants, suggesting that Ca did not affect the *A. thaliana–B. cinerea* interaction. However, we observed a 50% reduction in incidence in Gd-treated plants compared to Ca-treated control samples (Figure 1B). Additionally, when we characterized the disease severity by measuring the lesion size at 72 hpi, plants treated with Gd showed a strong reduction in the infection (almost to 80%) compared to the control Ca-treated samples (Figure 1C). Taken together, these results indicate that the exogenous application of Gd causes a strong reduction in disease incidence and infection severity from the necrotrophic pathogen *B. cinerea*. Additionally, since we determined that Ca did not affect the *A. thaliana–B. cinerea* interaction compared to H_2_O-treated plants (Figure 1B,C) and in order to eliminate the possible phenotypes induced by the structural resemblance between Ca and Gd, in the rest of the experiments we decided to use only Ca as a mock control.

### 2.3. Gd Does Not Affect the Development of B. cinerea

REEs have been shown to inhibit the development of several microorganisms [31,32]. To determine if the protective effect observed in plants (Figure 1C) was triggered either by the direct effect of Gd localized on the leaf surface or by the induction of the plant defense responses, we characterized the development of the pathogen in the presence of Gd under in vitro and in planta conditions (Figure 2). Spore suspensions, at a final concentration of 5 × 10^4^ spores per ml, were grown on a Petri dish containing PDA media supplemented with water (mock); 0.2 g/L Ca; or Gd at 0.2, 0.4, 0.8, and 1.6 g/L and incubated under optimal growth conditions for 10 days. We determined that Gd did not inhibit the growth of *B. cinerea* mycelium at any of the treatments (Figure 2A). Additionally, to determine if Gd has an effect on the development of *B. cinerea*, the number of spores was quantified. Once more, no statistical differences were observed at either of the two concentrations (0.2 and 1.6 g/L Gd) nor at 0.2 g/L Ca, compared to the mock-treated samples (Figure 2B). To further characterize these observations, the fungal growth in planta was followed by trypan blue staining. At 24 hpi, no differences in the hyphal development between mock-, Ca-, and Gd-treated leaves were observed. However, at 48 hpi the hyphal growth of *B. cinerea* on Gd-induced leaves was inhibited (Figure 2C). This suggests that the gemination of the spores was not modified, and while the initial compatible interaction between *B. cinerea* and *A. thaliana* might not be affected by Gd application, the progression of the infection is inhibited. Taken together, these results suggest that Gd induces a protective effect, as previously observed in planta (Figure 1), which could be mediated by the modifications of the plant defense responses rather than a direct effect on fungal growth and development.

### 2.4. Gd-Induced Protection against B. cinerea Is Dose-Dependent and Long-Lasting

To determine the optimal concentration of Gd-induced resistance against *B. cinerea*, a dose-dependent experiment was performed. We inoculated 4-week-old *A. thaliana* plants pre-treated for 24 hpt with 0.05, 0.1, 0.2, 0.4, and 0.8 g/L Gd, as well as 0.8 g/L Ca as a control, with *B. cinerea* spores, and measured the lesion size at 72 hpi (Figure 3A). No protection against the pathogen was observed on plants treated with the lowest concentration of Gd (0.05 g/L, Figure 3A). However, samples pre-treated with 0.1 to 0.8 g/L of Gd showed a strong reduction in lesion size of approximately 70%, compared to Ca-treated control plants (Figure 3A). It is noteworthy that plants pre-treated with 1.6 g/L of Gd showed spontaneous lesions and, for this reason, were not included in the analysis. These results show that a reduction in lesion size through the exogenous application of Gd is dose-dependent, with a strong inhibition of disease already occurring at a concentration of 0.1 g/L of Gd.

To evaluate for how long Gd can protect *A. thaliana* plants against *B. cinerea*, different pre-treatment times were analyzed by measuring the lesion size at 72 hpi. Interestingly, the Ca-treated control plants showed a significant reduction in lesion size at 48, 72, and 96 hpt of approximately 30% compared to 24 and 120 hpt, suggesting that Ca has an effect on the plant–pathogen interaction at these time points (Figure 3B). Nevertheless, at all the time points analyzed, Gd-treated plants always showed a significant reduction in lesion size compared to their corresponding control Ca-treated samples, fluctuating between 60% (24 and 120 hpt) and 40% (48, 72, and 96 hpt) (Figure 3B). Thus, these results indicate that Gd exerts a protective effect against *B. cinerea* over several days.

### 2.5. Gd Triggers a Systemic Defense Response to B. cinerea

To further characterize the Gd-induced plant defenses against *B. cinerea*, we analyzed whether a systemic protection was activated (Figure 4). Firstly, half of the rosette leaves from 4-week-old *A. thaliana* plants were pre-treated with 0.2 g/L of Gd or Ca (local) and the other half with H_2_O (systemic). Then, at 24 hpt we inoculated all the leaves with *B. cinerea* spores and measured the lesion size at 72 hpi. Plants treated with Gd showed a strong reduction in the lesion sizes for both tissues (local and systemic) compared to their respective Ca-treated control leaves (Figure 4A). In another tray, 4-week-old *A. thaliana* plants were watered to saturation with a solution of 0.2 g/L of Gd or Ca and untreated leaves were inoculated for 24 hpt with *B. cinerea* and the lesion size measured at 72 hpi. Gd-watered plants showed an approximately 50% reduction in lesion size compared to the Ca-watered control plants (Figure 4B). These results indicate that Gd induces a systemic defense response against *B. cinerea* in *A. thaliana* plants.

### 2.6. Gd Does Not Modify the Cuticle Permeability but Triggers a ROS Burst

We have described that cuticle-related mutants, as part of a defensive syndrome, showing an increase in leaf permeability and a rapid induction of the plant innate immunity, including the accumulation of reactive oxygen species (ROS) and resistance against *B. cinerea* [34,35]. In order to determine if the Gd-triggered defense responses against *B. cinerea* are mediated by a similar syndrome, we quantified the leaf permeability using three different methods: measuring the efflux of chlorophyll, toluidine blue staining, and calcofluor staining, as previously described [33]. Four-week-old *A. thaliana* plants were treated for 24 h with 0.2 g/L of Gd or Ca. Leaf permeability was not modified by exogenous Gd application, since no differences were observed between Ca- and Gd-treated samples in any of the methods used (Figure S2). Then, using a similar treatment, we quantified the presence of ROS at 0, 3, 6, 12, and 24 hpt (Figure 5) through histological analysis and densitometric quantification with the probe 5-(and-6)-carboxy-2,7-dichlorodihydrofluorescein diacetate (DCF-DA), which detects a broad spectrum of ROS. Histological analysis showed that, at 3 hpt, a strong accumulation of ROS induced by Gd (Figure 5A) was already detected and further maintained without significant changes up to 24 hpt, while with Ca-treated plants ROS was not induced at any of the time points (Figure 5A). These observations were confirmed by densitometric quantification (Figure 5B). Taken together, these results suggest that the ROS burst detected after Gd application was induced directly by Gd treatment rather than by a modification of the cuticle permeability.

### 2.7. Gadolinium Up-Regulates the Responses to Biotic Stimulus and Represses the Responses to Abiotic Stimulus

To identify the genetic elements that participate in Gd-induced responses, we studied the transcriptional changes in the Gd-treated plants using a genome-wide RNA sequencing analysis (RNA-seq). 

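The RNA-seq consisted of 4 libraries, 1 per condition, from Ca-treated and Gd-treated plants at 24 hpt and from Ca-treated and Gd-treated plants at 24 hpi with *B. cinerea*. The paper states that leaves of 5 plants were harvested in each of 3 independent experiments and that the RNA of the experiments was pooled. Each condition therefore has a single library, and no difference between conditions has a replicate check. The paper gives the dose of both salts as 0.2 g/L, whereas the sample labels give 0.2 mg/L, and the paper's dose is used here. The authors mapped the paired-end reads to the *A. thaliana* transcriptome (TAIR10) with Bowtie2 and quantified each transcript with RSEM. The values they deposited are FPKM, the number of sequenced fragments relative to transcript length and to the mapped fragments of the library, for 48359 transcripts of 27655 genes. They summed to 795699 FPKM in Ca and 764829 FPKM in Gd at 24 hpt, and to 798779 FPKM in Ca and 768367 FPKM in Gd at 24 hpi.

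FPKM values do not state the sequencing depth, but it can be recovered from low values of genes with a single transcript. The product of FPKM and effective length (transcript length minus 200 nt) of such a transcript is a whole multiple of the value of 1 fragment. Between 93.2% and 96.4% of the values up to 5 fragments lay within 0.1 of a whole multiple. The recovered depth was about 7140000 fragments in Ca and 12060000 in Gd at 24 hpt, and 8460000 in Ca and 5680000 in Gd at 24 hpi. The Gd library was thus 1.69 times as deep as the Ca library at 24 hpt and 0.672 times as deep at 24 hpi. At these depths, 1 FPKM of a transcript of 1500 nt stands for 9.28, 15.7, 11.0 and 7.39 fragments in the same order.

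**Figure D1:**
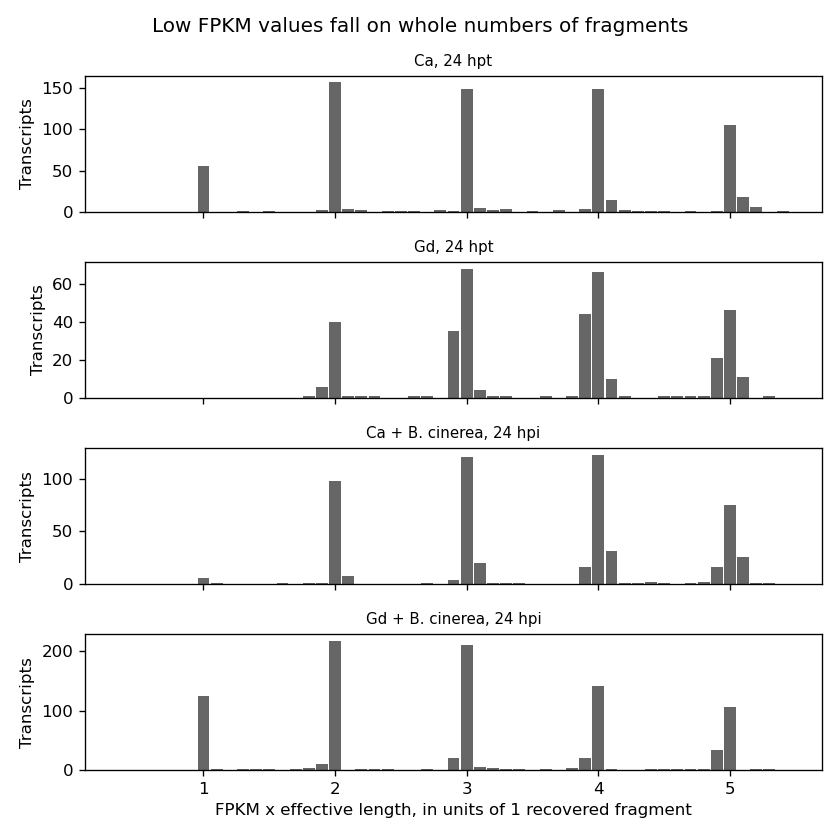
Number of single-transcript genes (y axis) by their FPKM multiplied by effective length, in units of 1 recovered fragment (x axis), in each of the 4 libraries, for values of at least 0.2 FPKM. The bars stand at whole numbers from 1 to 5, and single fragments are mostly below 0.2 FPKM in the deeper libraries.

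For the comparisons each library was scaled to the same total FPKM. Changes are given as log2(FPKM + 0.5) of Gd minus that of Ca, which understates the change of low genes, and the transcripts of a gene were summed unless a transcript is named. The 95% intervals are exact Clopper-Pearson intervals of the recovered fragments without a pseudocount. They cover counting error only, not the variation between plants or error in assigning fragments between transcripts or related genes. For a gene with several transcripts the interval is that of the summed fragments. It can therefore lie off the log2 fold change of the summed FPKM. After this scaling the median log2 fold change of the transcripts with a mean of at least 5 FPKM was 0.27 at 24 hpt and 0.11 at 24 hpi, so a small positive value can be the change of the median transcript. With a trimmed mean of log ratios (TMM-type scaling) this median was 0.07 at 24 hpt and 0.01 at 24 hpi, and with median-of-ratios scaling it was -0.09 and 0.00.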

Total RNA was isolated from 4-week-old *A. thaliana* plants at two different time points—first at 24 hpt with 0.2 g/L of Gd or Ca and then from plants at 24 hpi inoculated with *B. cinerea* (Figure 6). Gd-pretreated plants showed 1189 and 200 genes with significantly higher and lower expressions, respectively, compared to the Ca-induced ones (Figure 6A; Supplementary Data 1). 

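In the FPKM values at 24 hpt, 6248 transcripts were more than 2-fold higher and 2742 more than 2-fold lower in Gd- than in Ca-treated plants, with no test applied. The authors' procedure, for which the paper names DEGseq and FPKM, was also repeated. As repeated here, it rounds the FPKM to whole numbers, takes them as counts and applies DEGseq's random sampling model with a log2 fold change beyond 1 and a p threshold of 0.001. The paper does not state the rounding or the model. With it, 1189 transcripts of 1111 genes were called higher and 200 transcripts of 194 genes lower. This test compares the 2 libraries, not the conditions. With the threshold of 0.05 that the methods name, the same procedure called 2335 transcripts higher and 535 lower. Of the transcripts called higher at 0.001, 53.1% had at least 10 FPKM in both libraries and 10.8% were below 1 FPKM in Ca.

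Among the 1094 transcripts with at least 10 FPKM in both libraries and a change of more than 2-fold, the largest increases were in *PR1*, *PR4*, *BGL2*, *PCR1* and *GSTF7*. *PR1* (AT2G14610, chromosome 2, 6241640 to 6242541 of TAIR10.1) rose from 21.3 to 1260 FPKM, a log2 fold change of 5.91 (95% interval 5.67 to 6.23). *PR4* (AT3G04720, chromosome 3, 1285425 to 1286760) rose from 14.4 to 527 FPKM (5.20, interval 4.96 to 5.56). The beta-1,3-glucanase *BGL2* (AT3G57260.1) had a log2 fold change of 4.85, *PCR1* (AT1G14880.1, PLANT CADMIUM RESISTANCE 1) of 4.55 and the glutathione S-transferase *GSTF7* (AT1G02920.1) of 4.48. The largest decreases were in the galactinol synthase *GolS3* (AT1G09350.1, chromosome 1, 3019639 to 3021443), from 217 to 21.3 FPKM (-3.26, interval -3.46 to -3.12), and the lipid-transfer family transcript AT5G48490.1 (-3.22). They were followed by AT1G51090.1 (heavy metal transport/detoxification superfamily, -2.90), *COR15A* (AT2G42540.1, -2.89) and *SEN1* (AT4G35770.1, -2.51).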

Gd-treated plants that were infected with *B. cinerea* showed 673 and 433 genes with higher or lower expressions, respectively, compared to Ca-treated plants (Figure 6B; Supplementary Data 2). These results suggest that the application of exogenous Gd modifies the transcriptome to improve the growth and defense responses of *A. thaliana*.

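At 24 hpi, 4973 transcripts were more than 2-fold higher and 4846 more than 2-fold lower in FPKM in Gd- than in Ca-treated plants. When the authors' procedure was repeated, 673 transcripts of 644 genes were called higher and 433 transcripts of 415 genes lower. The Gd library was the shallower of the pair, and 16.6% of the transcripts called lower were below 1 FPKM in it. For 29 genes, transcript models of the same gene were called in opposite directions, and in 26 of them the sum of the transcripts changed by less than 2-fold. At 24 hpt there were 4 such genes.

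Among the 878 transcripts with at least 10 FPKM in both libraries and a change of more than 2-fold, *OSM34* (AT4G11650.1, osmotin 34, chromosome 4, 7024852 to 7026224) rose most, from 11.1 to 194 FPKM, a log2 fold change of 4.12 (95% interval 3.86 to 4.51). *PR1* followed with 116 FPKM in Ca and 1829 FPKM in Gd (4.03, interval 3.93 to 4.15), then *LURP1* (AT2G14560.2, 3.89), *PCR1* (AT1G14880.1, 3.87) and AT1G76960.1 (uncharacterized protein, 3.68). The largest decreases were in *XTH15* (AT4G14130.1, xyloglucan endotransglucosylase/hydrolase 15, chromosome 4, 8137020 to 8138392), from 283 to 16.5 FPKM (-4.00, interval -4.36 to -3.75), and the arabinogalactan protein gene *AGP21* (AT1G55330.1, -3.50). AT2G10940.1 (lipid-transfer family) had a log2 fold change of -3.22 and AT4G37220.1 (cold acclimation protein WCOR413 family) of -3.05. The transcript AT1G65960.4 of *GAD2* fell by 3.13 on the log2 scale, but the sum of the 4 transcripts of *GAD2* by 1.00.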

From the DEGs detected in the Gd application conditions compared to Ca (Table S1), we wanted to identify those that had higher and lower expressions after the infection by *B. cinerea* took place. 

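In the FPKM values, 1997 transcripts were more than 2-fold higher and 815 more than 2-fold lower in Gd than in Ca at both 24 hpt and 24 hpi. With the authors' procedure, 377 transcripts of 367 genes were called higher at both time points and 71 transcripts of 71 genes lower at both. Random lists of transcripts matched to the 24 hpi lists on mean expression shared a median of 79 transcripts, and at most 111 in 10000 draws, with the transcripts called higher at 24 hpt. For the transcripts called lower, the matched lists shared a median of 10 and at most 24. Calls in opposite directions were few, with 7 transcripts higher at 24 hpt and lower at 24 hpi, and 7 the other way round. These numbers describe 4 libraries and carry no error between plants.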

A total of 377 induced genes and 71 repressed genes follow this pattern (Figure 6C,D). Interestingly, the GO analysis of these DEGs revealed that almost all the genes with a higher expression were classified into the defense response mechanisms, including responses to fungi and innate immune responses (Table S1). In contrast, the repressed genes were classified mostly in the category of responses to abiotic stresses (Table S1). These results suggest that different sets of mechanisms are induced or repressed by Gd application.

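Gene Ontology annotation was not used here, and genes were grouped by the product names of the TAIR10.1 annotation. Of the 367 genes with a transcript called higher at both time points by the authors' procedure, 9 encoded WRKY transcription factors, 8 glutathione S-transferases, 7 cytochromes P450, 4 defensins, 3 proteins named pathogenesis-related and 2 chitinases. The families as a whole were then compared with 10000 random lists of genes matched on mean expression. The median log2 fold change of the 62 expressed WRKY genes was 0.90 at 24 hpt and 0.64 at 24 hpi, against medians of 0.19 and 0.00 in the random lists, and 0 of the 10000 lists reached it at either time point. The 50 expressed glutathione S-transferase genes had a median of 0.75 at 24 hpt and 0.39 at 24 hpi. The 143 expressed genes named as disease resistance proteins had medians of 0.73 and 0.66. The 173 expressed cytochrome P450 genes had a median of 0.18 at 24 hpt against 0.17 in the random lists, 3664 of which were at least as high, and of 0.15 at 24 hpi, where 1 list was as high. The 17 expressed chitinase genes were higher at 24 hpt only, with a median of 1.05, against -0.28 at 24 hpi. The 30 expressed genes named pathogenesis-related, *PR1* among them, had medians of -0.04 and -0.11, so the group as a whole did not share the increase of *PR1*. Single genes did rise, with 3 of the group called higher at both time points. *PR4* rose by 5.20 at 24 hpt and 2.36 at 24 hpi. The group rests on product names and leaves out *BGL2* (4.85 at 24 hpt), which is annotated as a beta-1,3-glucanase. With TMM-type and median-of-ratios scaling the medians of the WRKY, glutathione S-transferase and disease resistance genes stayed above 0 at both time points.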

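Of the 71 genes with a transcript called lower at both time points, 5 encoded aquaporins, 4 cold-regulated proteins and 3 photosystem or light-harvesting proteins by their product names, and 0 encoded WRKY transcription factors. The 28 expressed aquaporin genes, which encode water channels, had a median log2 fold change of -0.53 at 24 hpt and -0.72 at 24 hpi. Of 10000 matched random lists, 1 was as low at 24 hpt and 0 at 24 hpi. The 17 expressed genes for cold-regulated proteins had medians of -0.85 and -0.54, and the 60 genes for photosystem and light-harvesting proteins -0.60 and -0.54. These medians were negative under each scaling tried. The 71 expressed genes for late embryogenesis abundant proteins and dehydrins, another stress-related family, had medians of 0.28 at 24 hpt and 0.01 at 24 hpi. The 99 expressed heat shock protein genes had medians of 0.43 at 24 hpt and 0.06 at 24 hpi. At 24 hpt the median was 0.21 with TMM-type and 0.08 with median-of-ratios scaling, and at 24 hpi it was -0.01 with either.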

### 2.8. Plant Defense Response Genes Are Induced by Gadolinium Treatment and during the Interaction with B. cinerea

The transcriptional activation of the defense responses induced by Gd was analyzed using the bioinformatics tool MapMan [36]. From this analysis, an induction of the responses to biotic stress was observed in Gd-pretreated plants (24 hpt) (Figure S3A) and Gd-induced plants later infected with *B. cinerea* (24 hpi) (Figure S3B). A list of candidate genes that have been characterized as improving the resistance against *B. cinerea* was recently described [10]. We analyzed the accumulation of these candidate transcripts in Gd-induced plants (24 hpt) and the plants after the interaction with the pathogen (24 hpi) in comparation to Ca-treated samples (Figure 7A). Eight out of 13 genes were induced at 24 hpt, while 10 were up-regulated at 24 hpi, suggesting that Gd transcriptionally induces defense responses against *B. cinerea*. 

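With the transcripts of each gene summed, 10 of the 13 genes had a positive log2 fold change at 24 hpt and 9 at 24 hpi. The 95% interval lay above 0 for 8 genes at 24 hpt and for 7 at 24 hpi. *RST1* (0.11, interval -0.13 to 0.39) and *ABI5* (0.15, interval -1.22 to 2.00, from 0.50 and 0.59 FPKM) were not distinguishable from no change at 24 hpt. With a log2 fold change above 1 required, 6 genes remained at 24 hpt and 1 at 24 hpi, the largest shift among the settings tried.

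The largest increases at 24 hpt were in *ERF1* (AT3G23240, chromosome 3, 8295617 to 8296604), from 0.18 to 7.07 FPKM, a log2 fold change of 3.51 (interval 2.84 to 10.69), and in *WRKY33* (AT2G38470, chromosome 2, 16108235 to 16110766), from 22.5 to 180 FPKM (3.03, interval 2.88 to 3.23). At 24 hpi these genes had log2 fold changes of -0.23 (interval -1.83 to 1.17) and 0.37 (interval 0.25 to 0.49). The receptor kinase gene *WAK1* (AT1G21250) kept its increase, with 2.41 at 24 hpt and 2.17 at 24 hpi. *OPR3* (1.82 and 0.51) and *MYC2/JIN1* (1.83 and 0.55) were higher at both time points. *EXLA2* (AT4G38400, expansin-like A2) was lower at both, at -2.54 (interval -3.94 to -2.07) and -2.55 (interval -4.72 to -1.75). *OCP3* was lower at 24 hpt (-0.40) and not distinguishable from no change at 24 hpi (0.20, interval -0.26 to 0.69). The median of the 13 genes was 0.57 at 24 hpt and 0.30 at 24 hpi. Of 10000 random lists matched on mean expression, 665 had a median at least as high at 24 hpt and 1015 at 24 hpi. This comparison treats the genes alike and does not consider whether a higher level of each would favour or limit resistance. From the number of these genes that were induced at the 2 time points, the paper proposes that Gd transcriptionally induces defense responses against *B. cinerea*.

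**Figure D2:**
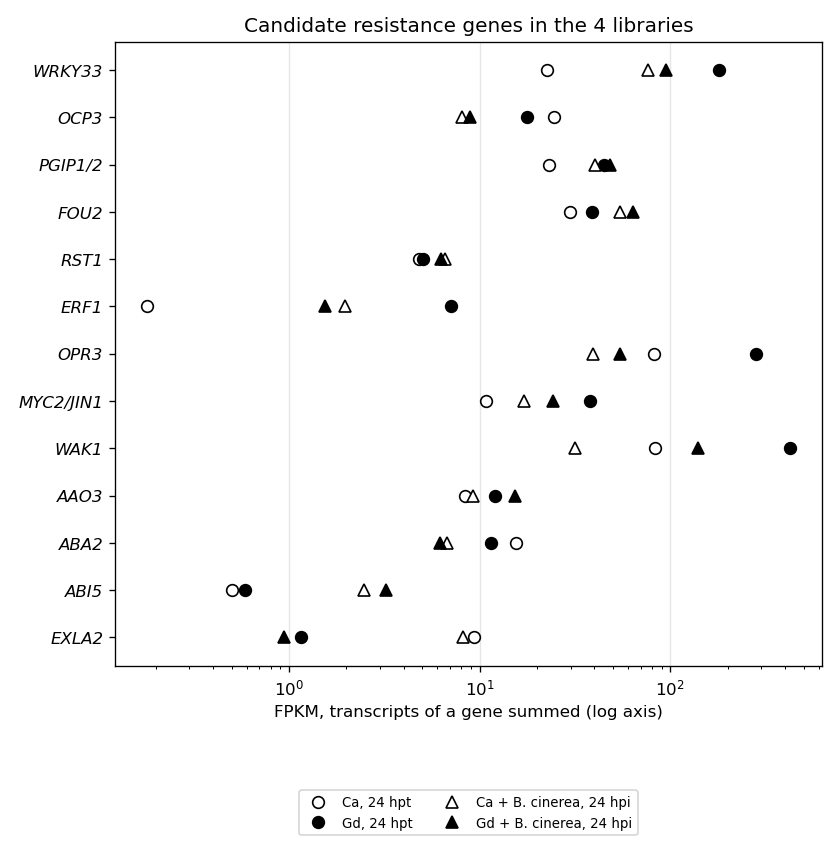
FPKM (x axis, log axis) of the 13 candidate genes in the 4 libraries, with circles for 24 hpt, triangles for 24 hpi, open symbols for Ca and filled symbols for Gd. Each symbol is 1 pooled library. *WAK1* is higher in Gd at both time points, whereas *ERF1* is higher in Gd at 24 hpt only.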

To further confirm and validate the genome-wide RNA sequencing analysis (Supplementary Data 1 and 2), we further characterized by qRT-PCR the accumulation of transcripts of representative *A. thaliana* genes previously described to be involved in the plant–microbe interactions from the ROS—(*ZAT12*) [37], SA—(*ICS1* and *PR1*) [38,39], JA—(*PDF1.2*) [40], and ET-signaling pathways (*ACS6* and *PR4*) [41,42]. This was conducted in 4-week-old *A. thaliana* plants pretreated with H_2_0 (mock), Ca, or Gd (24 hpt) (Figure 7B). Remarkably, we determined that the mock- and Ca-treated samples showed similar expression patterns for all the genes, confirming the validity of the Ca control. On the other hand, we observed that at 24 hpt, all the analyzed genes were induced in Gd-treated plants compared to the Ca-induced ones. It is worth mentioning that for all the genes analyzed, the expression signatures were similar to those detected by RNAseq (highlighted in Supplementary Data 1). 

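In the RNA-seq at 24 hpt, each of the 6 genes was higher in Gd than in Ca. *PDF1.2* (AT5G44420, chromosome 5, 17906968 to 17907638) rose from 4.00 to 543 FPKM, a log2 fold change of 6.97 (95% interval 6.28 to 8.12). Its near-identical relatives *PDF1.2b* and *PDF1.2c* rose as well, by 5.74 and 6.98, and fragments shared between the 3 genes could have been divided among them by the quantification. *ZAT12* (AT5G59820) rose from 2.33 to 90.6 FPKM (5.06, interval 4.56 to 6.25) and *ICS1* (AT1G74710) from 7.17 to 87.6 FPKM (3.58, interval 3.37 to 3.97). *ACS6* (AT4G11280) had the smallest increase, from 9.60 to 72.3 FPKM (2.91, interval 2.69 to 3.25). *PR1* and *PR4* rose by the amounts given for the largest increases at 24 hpt. At 24 hpi the same 6 genes were still higher in Gd, from 0.43 in *ACS6* to 4.03 in *PR1*.

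Both genes used to normalize the qRT-PCR are in the RNA-seq too. *RHIP1* (AT4G26410) had 26.6 FPKM in Ca and 36.3 FPKM in Gd at 24 hpt, a log2 fold change of 0.50 (interval 0.26 to 0.75). *PATL1* (AT1G72150, chromosome 1, 27148261 to 27150994) had 209 and 119 FPKM, a log2 fold change of -0.75 (interval -0.83 to -0.69). The mean of both log2 fold changes was -0.12 at 24 hpt.

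**Figure D3:**
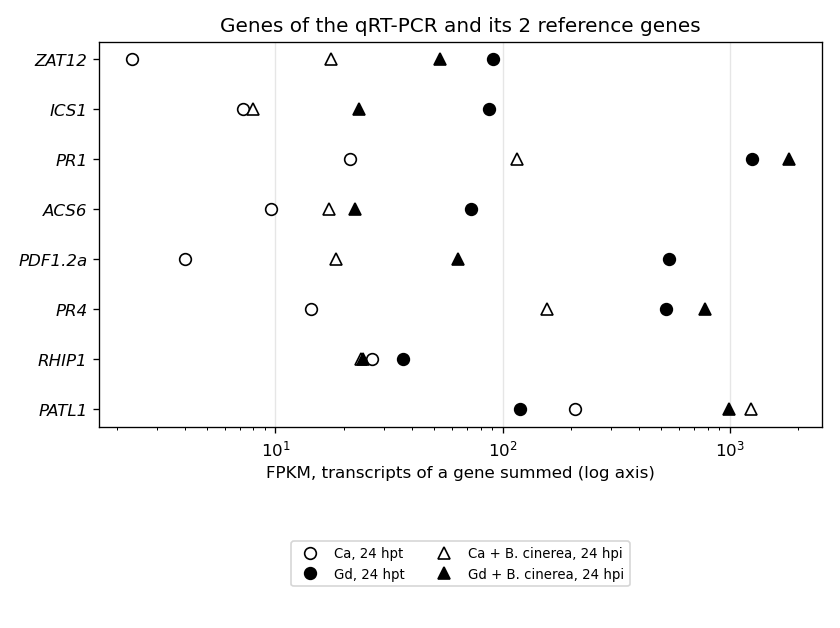
FPKM (x axis, log axis) of the 6 genes of the qRT-PCR and its 2 reference genes in the 4 libraries, with circles for 24 hpt, triangles for 24 hpi, open symbols for Ca and filled symbols for Gd. Each symbol is 1 pooled library. At 24 hpt each of the 6 genes is higher in Gd, and *PATL1* is lower.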

Additionally, based on the structural similarities between Gd and Ca, one might expect that Ca-induced genes will be also up-regulated by Gd. 

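AT3G01830, annotated as a calcium-binding EF-hand family protein (chromosome 3, 296024 to 299263 of TAIR10.1), had 2.95 FPKM in Ca and 46.7 FPKM in Gd at 24 hpt, with its 2 transcripts summed. The log2 fold change was 3.83 (95% interval 3.49 to 5.46) at 24 hpt and 2.36 (interval 2.10 to 4.34) at 24 hpi. AT1G62480, annotated as a vacuolar calcium-binding protein-like protein (chromosome 1, 23128651 to 23129759), has 1 transcript. It had 224 FPKM in Ca and 89.7 FPKM in Gd at 24 hpt, a log2 fold change of -1.26 (interval -1.40 to -1.12). At 24 hpi it had 5513 FPKM in Ca and 2080 FPKM in Gd, a log2 fold change of -1.35 (interval -1.39 to -1.31). The paper's reported values for AT1G62480 are -1.26 at 24 hpt and -1.35 at 24 hpi (Supplementary Data 1 and 2).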

In agreement with this, several Ca-responsive genes were part of the Gd-induced ones, such as the calcium-binding EF-hand family protein (AT3G01830) and the vacuolar calcium-binding protein-related (AT1G62480) (Supplementary Data 1), validating our analysis. Taken together, these results suggest that application of Gd transcriptionally activates the selected ROS-, SA-, JA-, and ET-induced defense response genes that were previously identified as part of the plant defense mechanisms against *B. cinerea* [33,43].

### 2.9. Gd-Induced Defense Response Against B. cinerea Is Dependent of JA and ET

As part of the defense response against *B. cinerea*, the plant transcriptome is modified, including the activation of ROS-, SA-, ET-, ABA-, JA-, and ET-induced signaling pathways [45]. In this work, we show that Gd transcriptionally induces ROS-, SA-, JA-, and ET-induced defense response genes (Figure 7). In order to determine the effect of each response pathway on Gd-triggered defenses, we analyzed mutants impaired in ROS, SA, JA, and ET accumulation. Measuring the disease incidence and lesion size, we determined that plants were still protected against *B. cinerea* after Gd application in the mutants of *NADPH oxidase D* (*AtrbohD*) and *F* (*AtrbohF*) involved in ROS production (Figure 8A,B). On the other hand, even the SA-deficient mutant *eds5* showed a slight increase in disease incidence and lesion size after Gd application, although these changes were not statistically significant compared to those in Col-0 wt-treated plants (Figure 8A,B). However, for the ET- and JA-related mutants *ethylene-insensitive* 3 (*ein3*), *jasmonate-amido synthetase* (*jar1*), and *lipoxygenase 2* (*lox2*), we observed a similar disease incidence and lesion sizes in Gd-induced plants compared to the Ca-treated samples, suggesting that the Gd-induced defense response is mediated by JA and ET (Figure 8A,B). To confirm this observation, we selected the genes from our transcriptomic analysis that had been previously described to be involved in ET- and JA-related responses that have also been characterized to be involved in resistance to *B. cinerea* [46], and we analyzed their differential accumulation status (Figure 8C,D). 

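The ET list of Fig. 8C has 19 different loci, since AT2G27050 stands for both *EIL1* and *EIL2*. With transcripts summed, 15 of the 19 genes (78.9%) had a positive log2 fold change at 24 hpt and 10 (52.6%) at 24 hpi. The 95% interval lay above 0 for 14 genes at 24 hpt and for 8 at 24 hpi, and below 0 for 4 and 6. With median-of-ratios scaling the shares were 57.9% and 42.1%, and with a log2 fold change above 1 required they were 36.8% and 10.5%. The median of the list was 0.72 at 24 hpt, and 62 of 10000 random lists matched on mean expression had a median at least as high. At 24 hpi the median was 0.02, and 5891 of the lists were at least as high. The genes counted alike, whether they promote or limit ET responses.

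The largest increases at 24 hpt were in *ERF1*, *ERF2* (AT5G47220, from 15.0 to 125 FPKM, log2 fold change 3.07, interval 2.85 to 3.40) and the ACC synthase gene *ACS2* (AT1G01480, from 0.55 to 6.04 FPKM, 2.68, interval 2.41 to 4.84). *ACS2* was also the most increased at 24 hpi (2.54, interval 2.35 to 4.05), whereas *ERF2* was not distinguishable from no change (0.04, interval -0.18 to 0.26). *ACO4* (AT1G05010, annotated as ethylene-forming enzyme) was higher in Gd at 24 hpt (1.89, interval 1.82 to 1.97) and lower at 24 hpi (-0.81, interval -0.90 to -0.72). Of the receptor and signaling genes, *EIN4* (interval 0.88 to 1.45) and *CTR1* (0.99, interval 0.82 to 1.21) were higher and *ETR2* (-1.08, interval -2.08 to -0.78) and *EIL1* (-0.26, interval -0.43 to -0.11) lower at 24 hpt, and *ERS2* (0.04, interval -0.74 to 0.79) was not distinguishable from no change. *EIL1* was lower at 24 hpi too (-0.64). *ETR1* (0.33), *ERS1* (0.72), *EIN2* (0.34) and *EIN3* (0.78) were higher at 24 hpt as well, but by less than *EIN4* and *CTR1*. With median-of-ratios scaling *ETR1* and *EIN2* were slightly below 0 (-0.03 and -0.02) at 24 hpt. AT5G36880, listed as *MAT3*, is annotated as an acetyl-CoA synthetase and had a log2 fold change of 1.60 at 24 hpt.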

For ET-related genes, 60% were induced at 24 hpt with Gd, while 30% were up-regulated after the interaction with the pathogen took place (24 hpi, Figure 8C). 

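Of the 25 JA-related genes of Fig. 8D, 21 (84.0%) had a positive log2 fold change at 24 hpt and 17 (68.0%) at 24 hpi, and 17 genes were more than 2-fold higher at 24 hpt against 8 at 24 hpi. The 95% interval lay above 0 for 20 genes at 24 hpt and for 14 at 24 hpi. The median of the list was 1.68 at 24 hpt, and 0 of 10000 random lists matched on mean expression reached it. At 24 hpi the median was 0.28, and 552 of the lists were at least as high.

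At 24 hpt the increases were largest in the 3 *PDF1.2* genes, *SAG13* (AT2G29350, from 2.63 to 183 FPKM, log2 fold change 5.92, interval 5.55 to 6.89) and the camalexin gene *PAD3* (AT3G26830, from 6.25 to 363 FPKM, 5.81, interval 5.58 to 6.28). At 24 hpi *PAD3* was nearly equal in Gd and Ca (0.24, interval 0.10 to 0.39). The biosynthesis gene *LOX2* (AT3G45140) had 355 FPKM in Ca and 930 FPKM in Gd at 24 hpt (1.45, interval 1.41 to 1.48), and a log2 fold change of 0.11 at 24 hpi. *AOC1* (0.96 and -0.71), *AOC2* (1.15 and -0.90), *CORI1* (1.84 and -1.45) and *CORI3* (0.81 and -1.89) were higher in Gd at 24 hpt and lower at 24 hpi. *JAR1* (AT2G46370), with 4 transcript models, had a log2 fold change of -0.12 (interval -0.23 to 0.07) at 24 hpt and 0.57 (interval 0.26 to 0.72) at 24 hpi when these were summed. At 24 hpt it was -0.35 with TMM-type and -0.48 with median-of-ratios scaling. Its first model alone, AT2G46370.1, rose from 1.06 to 15.1 FPKM (3.37), while AT2G46370.2 and AT2G46370.3 had log2 fold changes of -0.51 and -1.04. *LTP3* was listed at 0 FPKM in both libraries at 24 hpi. AT5G13210, listed as *JAS1/JAZ10*, is annotated as an uncharacterized conserved protein and had a log2 fold change of 1.36 at 24 hpt.

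**Figure D4:**
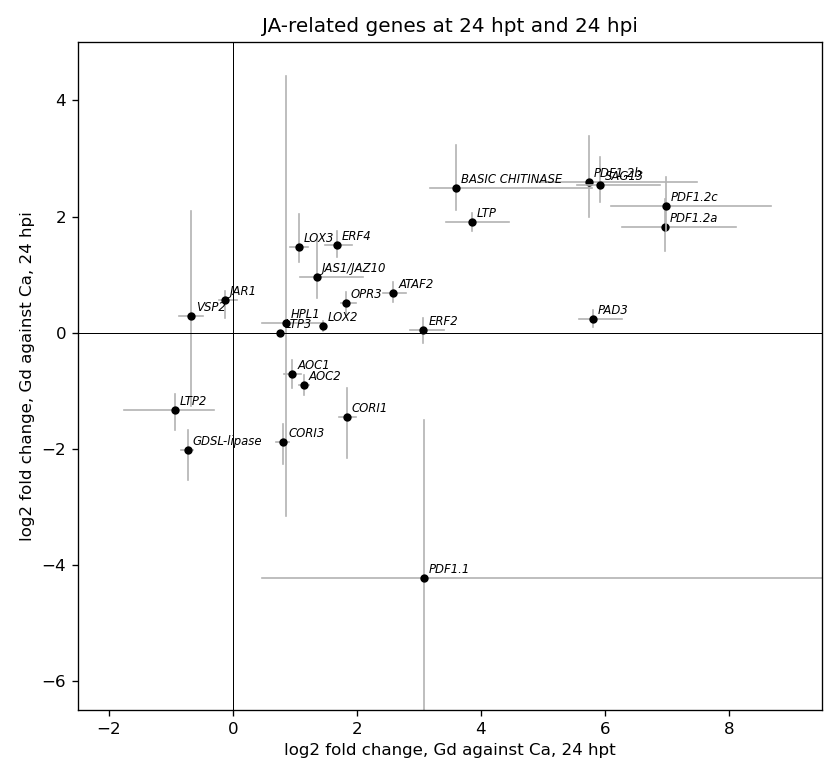
log2 fold change of the JA-related genes in Gd against Ca at 24 hpt (x axis) and 24 hpi (y axis), with the transcripts of a gene summed. Points are genes, each from 1 library per condition, and grey lines are 95% counting intervals. *AOC1*, *AOC2*, *CORI1*, *CORI3* and *PDF1.1* lie to the right of 0 and below 0.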

On the other hand, for JA-related genes 78% were induced after the treatment with Gd (24hpt) and 48% kept this expression pattern after the interaction with *B. cinerea* (24 hpi) (Figure 8D). Taken together, these results indicated that the Gd-triggered defense response against *B. cinerea* is mostly dependent on the JA/ET-induced responses.

## 3. Discussion

### 3.1. A Transcriptome Analysis Provides New Insights into the Molecular Mechanisms Involved in the Gd Response in A. thaliana

During the last 30 years, REEs have been widely used as biostimulants in the farmlands of China and other countries [47,48]. Previous physiological analyses indicated that the exogenous application of REEs modifies calcium-induced responses, such as the structure and function of the cytoplasmic membranes, photosynthesis, the modulation of hormone metabolism, and the increased efficiency of water use [48]. Nevertheless, their modes of action(s), in particular at the transcriptional level and during biotic interactions, are still poorly understood [49]. In this report, we show that *A. thaliana* treated with gadolinium (Gd) protected the plants against *B. cinerea* (Figure 1). In order to uncover the molecular mechanisms behind this effect, we performed a genome-wide transcriptional analysis (Supplementary Data 1). The GO analysis revealed that almost all the induced genes were classified into the defense response mechanisms, while the repressed ones were classified mostly in response to abiotic stresses (Figure 6). Interestingly, several processes which had been previously associated with changes in root growth were identified among the repressed DEGs, including responses to abscisic acid (ABA) and water deprivation. High concentrations of ABA have been shown to inhibit root growth [50], while water deficiency stimulates it [51]. These reports support the view that the information generated in this work can be used as a starting point to unravel the molecular mechanisms behind REE-induced responses, potentially leading to the optimization of their application as biostimulants.

### 3.2. Gd Is a Novel Biocontrol against the Broad Host-Range Necrotrophic Fungus B. cinerea

One of the limiting factors in food production is disease caused by fungi [52], with *B. cinerea* being one of the major ones responsible for these losses [2]. Most of the treatments to control the infections inflicted by this pathogen are based on the application of synthetic fungicides. However, an increase in worldwide regulatory policies and the claim to reduce their application due to the possible harmful side effects have led to searches for new eco-friendly alternatives, such as biostimulants. Despite the generalized use of REEs as biostimulants in agriculture, only a few reports have studied its impacts on plant–microbe interactions [27,28,29], and to our knowledge none have described the inhibition or modification of the interaction with *B. cinerea*. Here, we show that Gd can protect *A. thaliana* plants against *B. cinerea* by inducing defense responses. We also show that even at high Gd concentrations, the growth and development of *B. cinerea* is not affected by Gd or Ca under in vitro or in planta conditions (Figure 2). This is somewhat unexpected, since REEs have been described as inhibiting the development of other microorganisms, and high concentrations of CaCl_2_ can decrease the spore germination and mycelial growth of *B. cinerea* [53]. These results suggest that the protective effect induced by Gd is mediated by the modification of the plant defense mechanisms rather than a direct inhibitory effect on the pathogen. Additionally, we determined that the Gd-induced protection is dose-dependent and lasts for 5 days (Figure 3). All these results indicate that Gd has the potential to be used as a biocontrol against this agronomically important pathogen.

### 3.3. Gd Induces Protection against B. cinerea by Activating Early and Late Defense Responses, in Particular the JA- and ET-Induced Signaling Pathway

Our RNA-seq analysis shows that early and late defense responses are transcriptionally induced after the application of Gd (Table S1). As part of the early defense mechanisms, plants can trigger innate immunity, which includes the accumulation of reactive oxygen species (ROS), calcium (Ca^2+^) influx, protein phosphorylation, MAPK-dependent signaling cascades, and the transcriptional induction of defense response genes [7,8]. In this work, we observed a fast accumulation of intracellular ROS after Gd application (3 hpt), which was further maintained for 24 h (Figure 5). This is consistent with the fact that we have described a direct link between ROS accumulation and the resistance to *B. cinerea* in previous studies [33,34,54]. This could be sufficient to explain the reduction in infection observed in Gd-treated plants. However, it is necessary to mention that other REEs have been evidenced to modify ROS accumulation [55]. Additionally, we determined that mutants of the enzymes *AtrbohD* and *AtrbohF*, involved in intracellular ROS production, can still be protected after Gd treatment (Figure 8), suggesting that either only intracellular ROS is produced or that other genes are probably implicated in Gd-induced ROS production. It would be interesting to test this hypothesis using mutants deficient in extracellular ROS production. Based on this information, we cannot discard the idea that the ROS burst might be triggered specifically by Gd or as a general response to incubation with REEs, and can only assume that this is part of the defense mechanism against *B. cinerea*.

The activation of innate immunity is followed by secondary mechanisms, including the induction of SA-, JA-, and ET-dependent signaling pathways, finally leading to the activation of systemic acquired resistance (SAR) in non-infected distal parts of the plant [6,11,12]. We revealed that SA-, JA-, and ET-induced genes were transcriptionally activated after Gd treatment and during the interaction with *B. cinerea* (Figure 7 and Supplementary Data 1 and 2). However, we observed that the mutant impaired in SA accumulation (*eds5*) shows a slight, but not statistically significant, reduction in Gd-induced protection. The protection induced by this REE was completely lost in *ein3*, *jar1,* and *lox2* mutants, which are impaired in JA- and ET-induced responses (Figure 8). SA-triggered defense responses have been reported to be involved against necrotrophic pathogens in *A. thaliana* [56,57] and tobacco [58]. However, other studies have reported that *A. thaliana* defense responses against *B. cinerea* depend mostly on JA and ET [59,60,61]. Our results indicate that the protective effect of Gd against this pathogen depends on ET- and JA-dependent signaling pathways.

### 3.4. Ca might Elicit the Defense Responses but Not as Strongly as Gd

To cope with environmental stresses, plant responses are intimately coordinated by the complex signaling networks of the so called “trio signaling” messengers: ROS, electrical signals, and calcium [62]. In particular, Ca plays an important role in plant–pathogen interactions, since once an attack is perceived its intracellular concentration is rapidly increased, activating defense responses in a local and systemic fashion [63]. As mentioned, the physiological changes induced by REEs have been related to their structural chemical resemblance to calcium [20]. In agreement, Gd has been described to elicit a similar signaling pathway to this secondary messenger [64]. In this report, in order to reduce the expected phenotypes induced by the structural and functional resemblance of Gd and Ca, we used calcium nitrate as a control. Ca has been described to inhibit the spore germination and mycelial growth of *B. cinerea* [53]. Nevertheless, we did not detect a reduction in infection due to *B. cinerea* on *A. thaliana* plants treated with Ca (Figure 1B,C) either locally or systemically at this concentration (Figure 4). However, interestingly, during the time-course experiment, we observed a significant reduction in lesion size after 48, 72, and 96 hpt in Ca-induced samples, compared to at 24 hpt in Ca-treated plants (Figure 3B). This reduction, however, was never as strong as that measured in Gd-treated plants at any of the time points analyzed (Figure 3B). This result suggests that both Ca and Gd might elicit defense responses, though at different times, against the necrotrophic pathogen *B. cinerea*. A detailed analysis of the Ca-induced defense mechanisms after 48, 72, and 96 hpt and of all the DEGs identified in this work might help us to uncover and understand the potential differences between Ca- and Gd-induced defense pathways.

Finally, even if our initial goal was to characterize the effect of Gd on *B. cinerea*, it is worth mentioning that our RNA-seq analysis suggests that this REE might extend its effect over other biotic and abiotic stresses. Among the biological processes induced by Gd treatment, several defense responses were identified, including responses to other organisms, such as bacteria and response to salicylic acid (SA). For instance, the SA-induced signaling pathway is a central part of the plant defense responses to multiple pathogens, including infections by viruses, bacteria, and fungi [65]. On the other hand, our GO analysis revealed that repressed genes were classified mostly in response to abiotic stimuli, including responses to abscisic acid (ABA) and water deprivation. REEs have been described to increase plant resistance to different abiotic stresses [17,66]. With this in mind, our results seem to point towards a possible use of Gd in the context of sustainable agricultural production to enhance plant tolerance to numerous biotic and abiotic stresses. Nevertheless, to continue using Gd as a plant stimulator it will be necessary to take into account that long-term use might increase its potential as a source of pollution in the soil, as previously described for other REEs [67].

## 4. Materials and Methods

### 4.1. Plant Material and Growth Conditions

*Arabidopsis thaliana* (L.), Heynh ecotype Columbia-0 (Col-0), and *lox2* mutant were obtained from the Nottingham Arabidopsis Stock Centre (Nottingham, UK). The *A. thaliana* mutants used in this work (all in the Col-0 background) were the following: *AtrbohD*, *AtrbohF* [68], *eds5* [69] *jar1* [70], and *ein3* [71]. Plants grown under in vitro conditions were generated from surface-sterilized seeds germinated in square Petri dishes containing Murashige and Skoog (MS) media supplemented with 0.8% agar and 1% sucrose. Plates were kept at 4 °C for two days and incubated vertically at 21 °C for 10 days in a growth chamber with a 16 h light/8 h dark photoperiod. For ex vitro experiments, *A. thaliana* seeds were grown on a pasteurized (applying heat until the mix reaches 82 °C for 30 min) soil mix of humus/perlite (3:1), kept at 4 °C for two days, and then transferred to the growth chamber. Plants were grown for 4 weeks in a 12 h light/12 h dark cycle with a 60–70% relative humidity, a light intensity of 200 µmol/m^2^/s, a day temperature of 20–22 °C, and a night temperature of 16–18 °C. For in vitro experiments, surface-sterilized *A. thaliana* seeds were incubated for 1 h in distilled sterile water (mock), 0.2 g/L (0.0012 M) calcium nitrate (Ca(NO_3_)_2_), or 0.2 g/L (0.00044 M) gadolinium (III) nitrate hexahydrate (Gd(NO_3_)_3_·6H_2_O). Seeds were germinated as described above and the germination rate, primary root length, and fresh and dry weight were measured 10 days post germination.

### 4.2. Gadolinium Treatment and B. cinerea Plant Inoculation

Four-week-old *A. thaliana* plants were pre-treated by spraying to the point of run off with 0.2 g/L of gadolinium (III) nitrate hexahydrate, 0.2 g/L of calcium nitrate, or H_2_O for 24, 48, 72, 96, or 120 h post-treatment, hpt. After this time, 3 µL droplets of *B. cinerea* spore suspension (5 × 10^4^ spores mL^−1^) were applied. The procedures of *B. cinerea* infection, including disease incidence and measurement of lesion size, were determined 72 h post-infection (hpi), as previously described [33]. For the dose–response assay, plants were pre-treated for 24 h (24 hpt) with the indicated concentration of gadolinium (III) nitrate hexahydrate or calcium nitrate and then infected with *B. cinerea* and evaluated at 72 hpi.

### 4.3. Systemic Defense Response Analysis

For the systemic assay, two methodologies were used: (i) half of the rosette leaves of 4-week-old *A. thaliana* plants were pre-treated by spraying with 0.2 g/L of gadolinium(III) nitrate hexahydrate or calcium nitrate (local) and the other half with H_2_O (systemic) and (ii) 4-week-old *A. thaliana* plants were pre-treated (watering the soil until saturation) with 0.2 g/L of gadolinium(III) nitrate hexahydrate or calcium nitrate for 24 h (24 hpt). For both conditions, leaves were infected with *B. cinerea* and evaluated at 72 hpi, as described above.

### 4.4. In Planta B. cinerea Growth Analysis

Fungal hyphae were stained and plant cell death assayed as previously described [72]. Once stained, leaves were imbibed in 20% glycerol for 1 h and observed using a microscope with bright-field settings. Representative images were selected as a visual illustration.

### 4.5. In Vitro Inhibitory Assay of B. cinerea Growth

The *B. cinerea* strain BMM (originally isolated from grape wine) was provided by Brigitte Mauch-Mani (University of Neuchatel, Switzerland). *B. cinerea* in vitro growth and preparation of spore suspension were performed as previously described [33]. For the inhibition assay, 5 μL of a spore suspension of *B. cinerea* (5 × 10^4^ spores mL^−1^) was placed at the center of a Petri dish containing potato dextrose agar media (PDA) supplemented with 0.2 g/L of calcium nitrate or 0.2, 0.4, 0.8, or 1.6 g/L of gadolinium(III)nitrate hexahydrate, as indicated in the figure legends. The plates were incubated at 22 °C for 3 days and then the diameter of the mycelial growth was determined using Image J version 1.51 (U. S. National Institutes of Health, Bethesda, MD, USA), as previously described [73]. Ten days post incubation, *B. cinerea* spores were collected from the plates and re-suspended in 5 mL of H_2_O and quantified using a Neubauer cell counting chamber.

### 4.6. Cuticle Permeability Analysis

We recently described that cuticle-related mutants show an increase in leaf permeability and a rapid induction of plant innate immunity, including the accumulation of reactive oxygen species (ROS) [34,35]. To determine the cuticle permeability, three methods were used: (*i*) calcofluor white staining, (*ii*) toluidine blue staining, and (*iii*) chlorophyll extraction and quantification [33,34,54]. To stain with calcofluor white, leaves were bleached in absolute ethanol overnight, equilibrated in 0.2 M NaPO_4_ (pH 9) for 1 h, and incubated for 1 min in 0.5% calcofluor white in 0.2 M NaPO_4_ (pH 9). Leaves were rinsed in NaPO_4_ buffer to remove excess calcofluor white and were viewed under a UV light. Toluidine blue staining was carried out by placing 6 μL droplets on the leaf surface of 0.025% toluidine blue solution dissolved in ¼ PDB. After incubation for 2 h, the leaves were washed gently with distilled water to remove excess solution from them. Representative images were selected as a visual illustration. For chlorophyll extraction and quantification, leaves were weighed and immersed in 30 mL of 80% ethanol. Chlorophyll suspension was sampled in the dark at room temperature with gentle agitation at 2, 5, 10, 20, 30, 40, 50, 60, and 120 min after immersion. The chlorophyll content was determined by measuring the absorbance at 664 and 647 nm and the micromolar concentration of total chlorophyll per gram of fresh weight of tissue was calculated using the following equation: (7.93 × (A_664_ nm) + 19.53 × (A_647_ nm)) g^−1^ fresh weight.

### 4.7. Detection of ROS

ROS were detected using the fluorescent probe 5-(and-6)-carboxy-2,7-dichlorodihydrofluorescein diacetate (DCF-DA), as previously described [33]. Representative images were selected as a visual illustration.

### 4.8. RNA Extraction and Genome-Wide Transcriptomic Analysis

For the three independent experiments, leaves from 5 *A. thaliana* plants were harvested, pooled and immediately frozen in liquid nitrogen and kept at −80 °C. Two conditions were analyzed. The first was at 24 hpt with 0.2 g/L of gadolinium(III)nitrate hexahydrate or calcium nitrate and the second was from plants pre-treated by spraying the entire leaf with gadolinium(III)nitrate hexahydrate (24 hpt) or calcium nitrate and infected for 24 hpi with *B. cinerea* by spraying the spore suspension all over the leaf. Total RNA was extracted as described in the manufacturer’s protocols using the Spectrum^TM^ Plant total RNA Kit (Sigma Aldrich, San Luis, MO, USA). The integrity of the extracted RNA was measured by agarose gel electrophoresis (1.2%). The NanoDrop 2000/2000c (Thermo Fisher Scientific, Waltham, MA, USA) was used to calculate concentrations and purity. Samples used for RNA-seq were also analyzed using an Agilent 2100 Bioanalyzer (Agilent Genomics, Santa Clara, CA, USA). RNA-seq libraries were prepared following the manufacturer’s instructions from isolated total RNA using the Illumina TruSeq RNA Sample Preparation Kit (Illumina, San Diego, CA, USA). The libraries were sequenced using the manufacturer’s protocol of the Illumina GAIIx platform for 72 paired-end cycles. Sequences are publicly available through the Gene Expression Omnibus database under the accession number GSE123522. Contamination and adapter removal were carried out using in-house Perl scripts. Fastq sequences were filtered based on quality (FASTQ Quality Filter v0.0.6, Q 33, http://hannonlab.cshl.edu/fastx_toolkit/index.html) and mapped to the *A. thaliana* transcriptome (TAIR10) using Bowtie2 [74]. Gene expression was determined using RSEM v1.3 [75] and compared between the RNA-seq libraries using DEGseq v3.6 [76] and the FPKM data from RSEM. Only transcripts with a Log2 fold change of <−1 or >1 with a *p*-value < 0.05 were considered. DEGs identified by genome-wide transcriptomic analysis were analyzed and classified into gene ontology classes (GO) using the PANTHER Gene List Analysis tools and default parameters. The identification of commonly regulated DEGs was performed using the software FiRe ver. 2.2, as previously described [77]. The MapMan software was used to visualize the amplitudes of the changes in the expression of individual genes in diagrams of cellular processes, as previously described [36].

### 4.9. Quantitative Real Time RT-PCR

The pooled total RNA (1.0 µg) used for RNAseq analysis was retro-transcribed into cDNA according to the manufacturer’s indications using the SCRIPT cDNA Synthesis Kit (Jena Bioscience, Jena, Germany). qRT-PCR was performed in 96-well plates with the Applied Biosystems StepOne™ and StepOnePlus™ Real-Time PCR System (ThermoFisher Scientific, Waltham, MA, USA) using the SYBR Green Maxima SYBR Green/ROX qPCR Master Mix (2X) (ThermoFisher Scientific, Waltham, MA, USA). Three independent experiments were analyzed, each with three technical replicates. The qRT-PCR conditions were as follows: an initial 95 °C denaturation step for 5 min, followed by denaturation for 15 s at 95 °C, annealing for 30 s at 60 °C, and extension for 30 s at 72 °C for 45 cycles. Gene expression values were normalized using the mean expression of two genes: AT4G26410 (*RHIP1*) and AT1G72150 (*PATL1*), which were previously described as stable reference genes [44,78]. Normalized gene expression was determined using the comparative 2^−∆∆CT^ method, as previously described [79]. Primers for gene expression analysis have been previously described: for *PR1*, *PDF1.2* and *PR4* [43]; for *ZAT12* [37], *ICS1* [80] and *ACS6* [81].

### 4.10. Statistical Analysis

All results are reported as mean values (±SD) and were analyzed by an analysis of variance and compared by the Scott–Knott test (*p* < 0.05) using the software GraphPad Prism version 8.1.0 (2019, GraphPad Software, San Diego, CA, USA). All the data analyzed were obtained from three independent experiments.

## Figures and Tables

**Figure 1:**
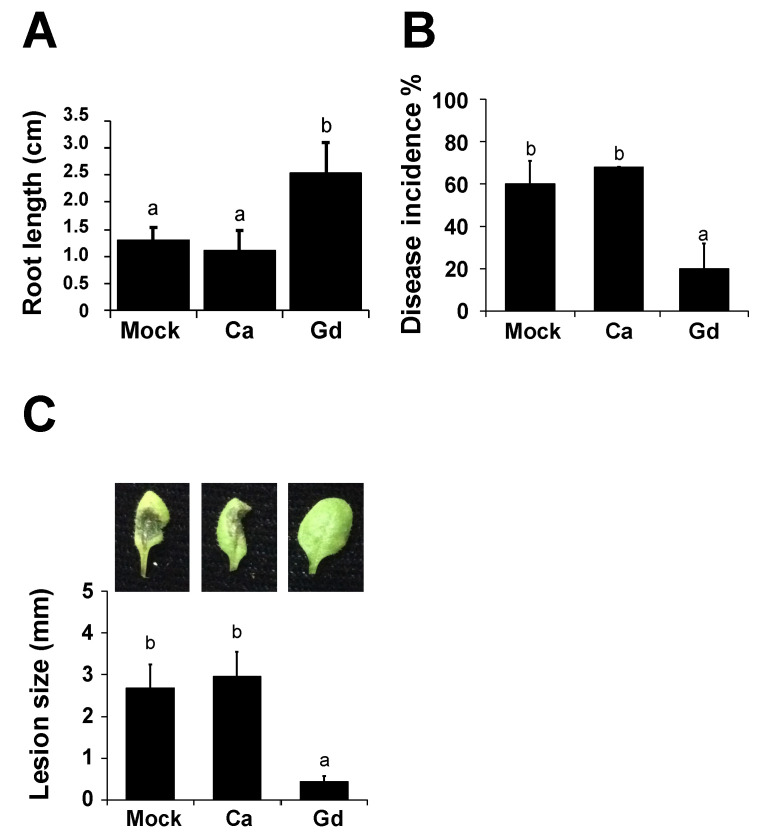
Gd improved the root development of *A. thaliana* and induced protection against *B. cinerea*. *A. thaliana* seeds were incubated for 1 h with distilled sterile water (mock), 0.2 g/L Ca, or Gd and germinated under in vitro conditions. Ten days post germination, the primary root length was measured (**A**). Four-weeks-old *A. thaliana* plants were sprayed until saturation with distilled sterile water (mock), 0.2 g/L Ca, or Gd (24 hpt). After this, 3 μL droplets containing a *B. cinerea* spore suspension (5 × 10^4^ spores mL^−1^) were applied and the 72 hpi disease incidence (**B**) and lesion size (**C**) were evaluated. A representative picture is included above each histogram as a visual illustration. Bars represent mean values (±SD) of three independent experiments (*n* = 30 for each experiment). Different letters above each bar represent statistically significant differences according to the Scott–Knott test (*p* < 0.05).

**Figure 2:**
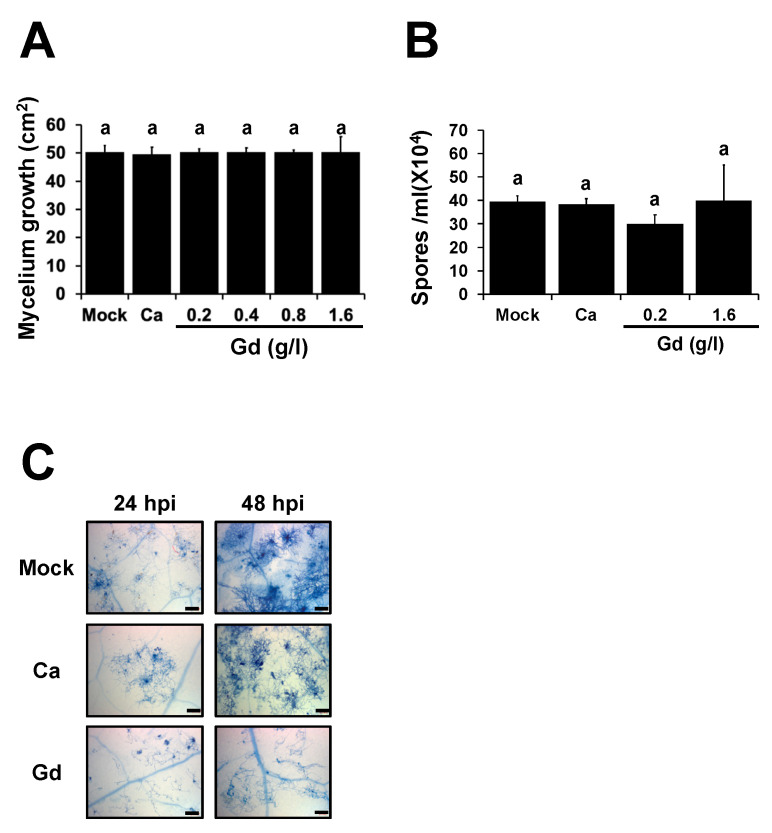
Gd does not affect the growth and development of *B. cinerea*. (**A**) A total of 5 μL of spore suspension of *B. cinerea* (5 × 10^4^ spores mL^−1^) was placed on the center of the Petri dish containing PDA supplemented with water (mock), 0.2 g/L Ca, and the indicated concentrations of Gd and incubated at 22 °C. Growth inhibition was evaluated by measuring the diameter of the mycelium on the dish 3 days post inoculation. (**B**) Spores produced by *B. cinerea* 10 days after growth on a Petri dish containing PDA supplemented with mock, 0.2 g/L Ca, and the indicated concentrations of Gd were isolated and quantified as previously described [33]. (**C**) *B. cinerea* development over *A. thaliana*-infected leaves was determined by trypan blue staining at 24 and 48 hpi. Representative images were selected as a visual illustration from two independent experiments. Bars represent mean values (±SD) of three independent experiments. Scale bar = 200 μm. Different letters above each bar represent statistically significant differences according to the Scott–Knott test (*p* < 0.05).

**Figure 3:**
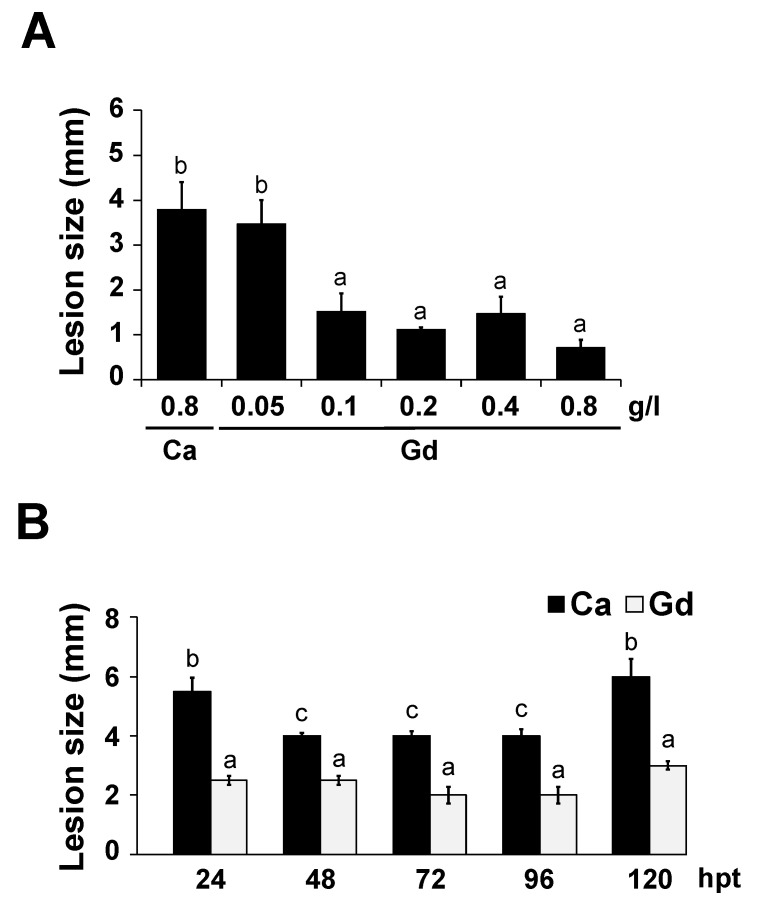
Gd-induced protection against *B. cinerea* is dose-dependent and long-lasting. (**A**) Four-week-old *A. thaliana* plants were pre-treated for 24 h (24 hpt) with the indicated Gd concentration or 0.8 g/L of Ca. After this, 3 µL droplets containing a *B. cinerea* spore suspension (5 × 10^4^ spores mL^−1^) were applied and infection symptoms were evaluated at 72 hpi by measuring lesion size. (**B**) Four-week-old *A. thaliana* plants were sprayed until saturation with 0.2 g/L of Ca or Gd for 24, 48, 72, 96, or 120 (hpt); after these times, 3 µL droplets containing *B. cinerea* spore suspension (5 × 10^4^ spores mL^−1^) were applied and infection symptoms were evaluated at 72 hpi by measuring lesion size. Bars represent mean values (±SD) of three independent experiments (*n* = 30 for each experiment). Different letters above each bar represent statistically significant differences according to the Scott–Knott test (*p* < 0.05).

**Figure 4:**
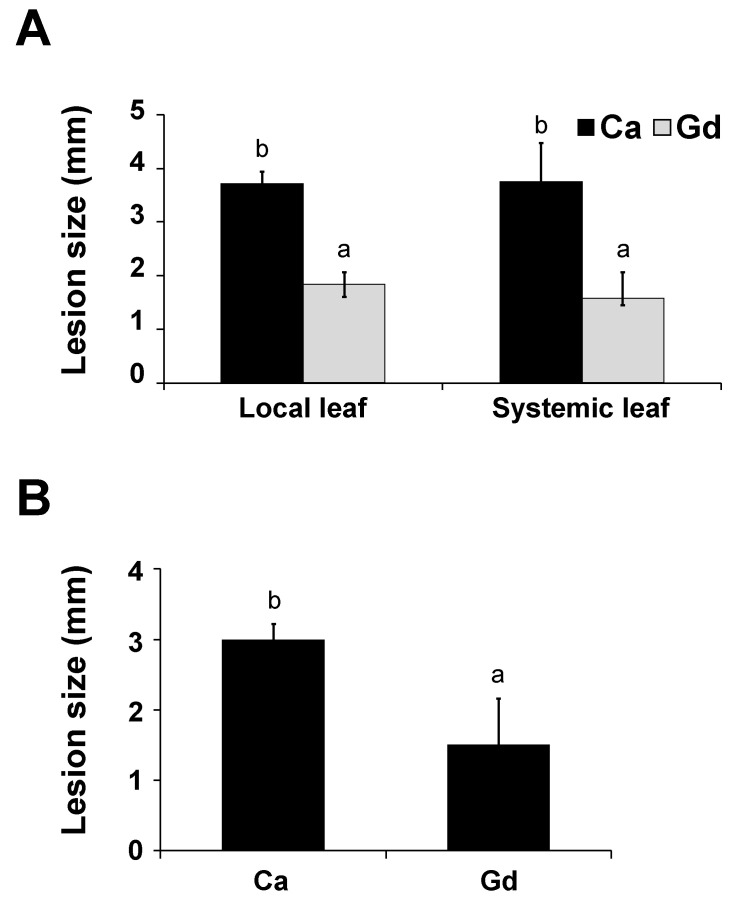
Systemic effect induced by Gd against *B. cinerea* in *A. thaliana* plants. Four-week-old *A. thaliana* plants were pre-treated as follows: (**A**) half of the rosette leaves were pre-treated with 0.2 g/L Gd or Ca (local) and the other half with H_2_O (systemic); (**B**) plants were watered until saturation with 0.2 g/L of Gd or Ca. At 24 hpt, 3 µL droplets containing *B. cinerea* spore suspension (5 × 10^4^ spores mL^−1^) were applied. Infection symptoms were evaluated at 72 hpi by measuring lesion size. Bars represent mean values (±SD) of three independent experiments (*n* = 30 for each experiment). Different letters above each bar represent statistically significant differences according to the Scott–Knott test (*p* < 0.05).

**Figure 5:**
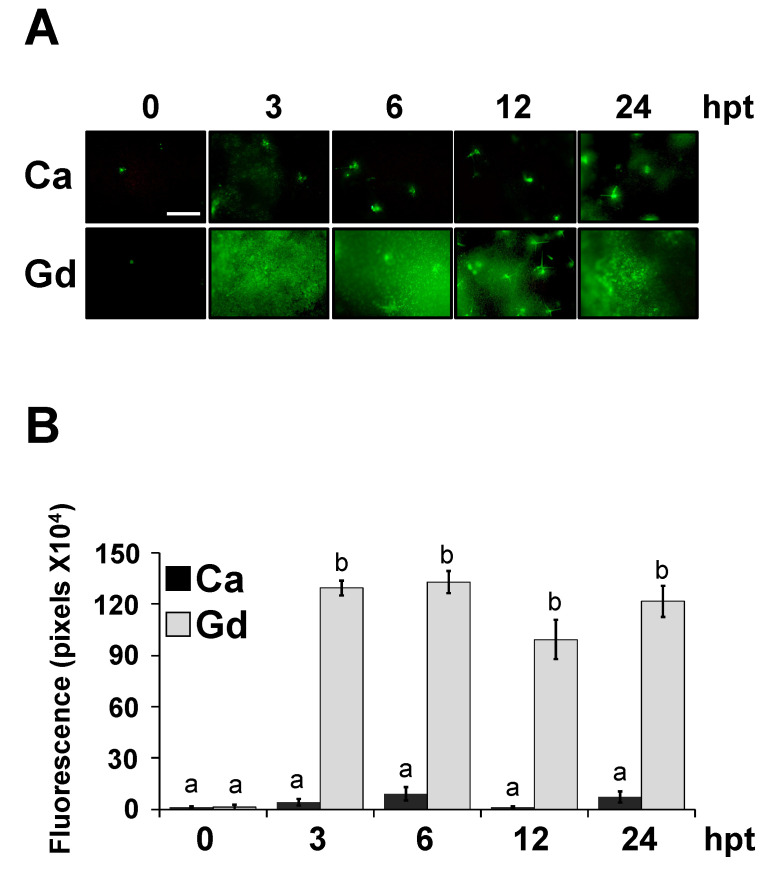
Gd-induced accumulation of ROS. (**A**) Leaves from 4-week-old *A. thaliana* plants treated with 0.2 g/L of Ca or Gd were stained using DCF-DA to detect basal ROS levels at the indicated time point (**B**) Densitometric quantification of ROS production at indicated time points after Ca or Gd treatment. Bars represent the mean values (±SD) of three independent experiments (*n* = 30). Different letters above each bar represent statistically significant differences according to the Scott–Knott test (*p* < 0.05). Scale bar = 200 µm.

**Figure 6:**
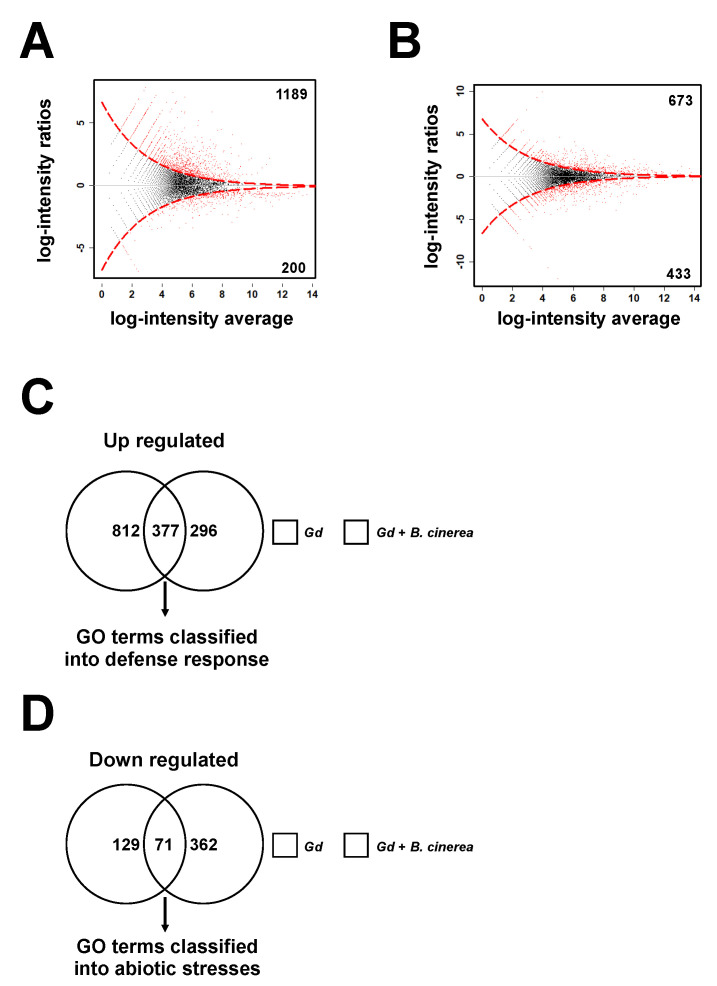
RNAseq analysis of Gd-induced *A. thaliana* plants. Five 4-week-old *A. thaliana* plants were sprayed until saturation with 0.2 g/L of Ca or Gd (24 hpt) and then infected with *B. cinerea* (24 hpi). Total RNA for each condition, from three independent experiments, was pooled and sequenced (RNA-seq). (**A**) MA plot of Gd- versus Ca-treated samples at 24 hpt. (**B**) MA plot of Gd- versus Ca-treated samples infected with *B. cinerea* at 24 hpi. The red points represent DEGs (*p*-value < 0.05), while black dots indicate genes with a similar expression. The dotted red line shows the limit between similarly and differentially expressed genes. The black horizontal line at zero provides a visual check for symmetry. Venn diagrams representing overlapping or non-overlapping gene sets of up-regulated DEGs (**C**) and down-regulated genes (**D**), respectively, were identified in *A. thaliana* plants induced with 0.2 g/L of Ca or Gd and infected with *B. cinerea*, as indicated.

**Figure 7:**
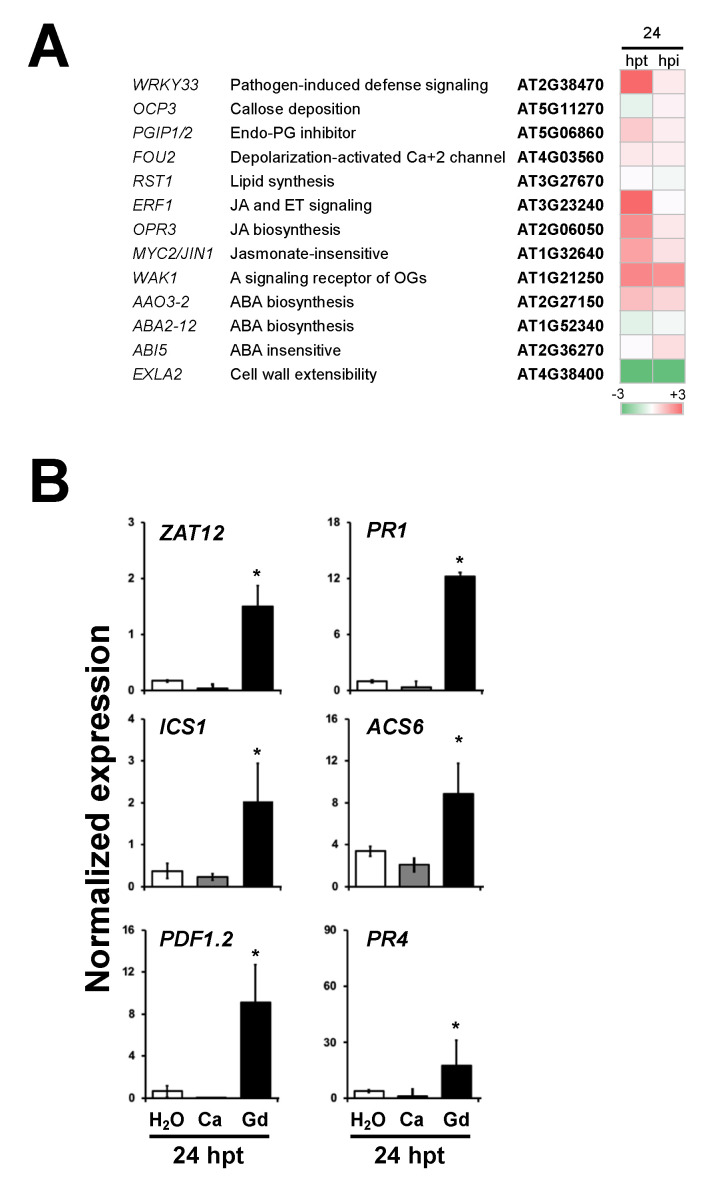
Gd transcriptionally activate the plant defense response genes. (**A**) Heatmaps of the expression log2-fold changes of genes previously described to be involved in the resistance against *B. cinerea* [10], compared to the corresponding controls, from RNAseq data at 24 hpt and hpi. (**B**) Four-week-old *A. thaliana* plants pretreated with H_2_O (mock), 0.2 g/L Ca, or Gd (24 hpt). Quantitative real-time PCR (qRT-PCR) expression analysis of *ZAT12*, *ICS*1, *PR1*, *ACS6*, *PDF1.2,* and *PR4* was determined and normalized with respect to the mean of two reference genes *AT4G26410* and *AT1G72150*, as previously described [43,44]. A representative experiment with three technical replicates is shown (±SE). Three independent experiments were carried out with similar results. Asterisk above each bar represents statistically significant differences to the mock-treated samples according to the Student’s *T*-test (*p* < 0.05).

**Figure 8:**
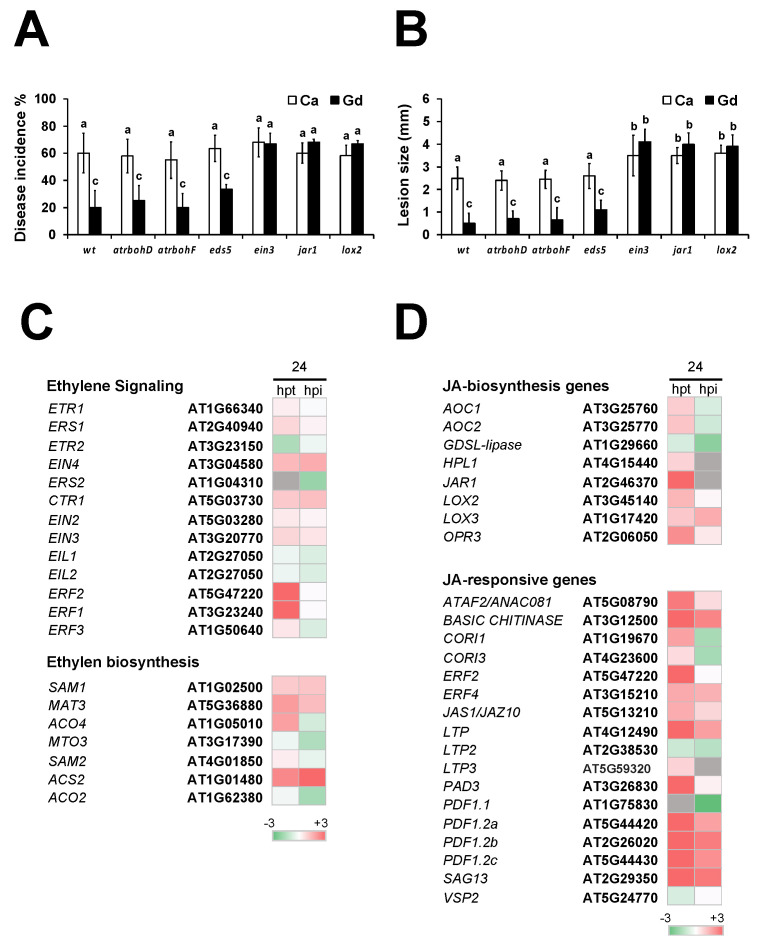
Role of ROS, SA, and JA in Gd-induced resistance to *B. cinerea* in *A. thaliana*. The *AtrbohD, AtrbohF, eds5, ein3, jar1,* and *lox2* mutants were evaluated. (**A**) Four-week-old *A. thaliana* plants were sprayed until saturation with 0.2 g/L of Ca or Gd. After 24 hpt, 3 µL droplets containing a *B. cinerea* spore suspension (5 × 10^4^ spores mL^−1^) were applied and disease incidence was determined by measuring the percentage of plants showing disease symptoms at 72 hpi. (**B**) The disease severity was determined by measuring the lesion size of all the infected leaves. Heatmaps of the expression of log2-fold changes in ET- (**C**) and JA-related genes (**D**), compared to the corresponding controls, from RNAseq data at 24 hpt and hpi. Bars represent mean values (±SD) of three independent experiments (*n* = 50). Different letters above each bar represent statistically significant differences according to the Scott–Knott test (*p* < 0.05).

## Data Availability

Sequences are publicly available through the Gene Expression Omnibus database under the accession number GSE123522.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22094938/s1, Supplementary Table S1: GO enrichment analysis of differentially expressed genes commonly induced or repressed after Gd application (24 hpt) and during the interaction with *B. cinerea* (24 hpi), Supplementary Figure S1: Gd does not affect germination rates, fresh nor dry weight, Supplementary Figure S2: Gd does not modify plant cuticle permeability, Supplementary Figure S3: MapMan pathway analysis of differentially expressed genes of (A) 24 hpt with 0.2 gL^−1^ Gd and (B) afterwards infected with with *B. cinereal* (24 hpi) compared to Ca-treated samples, Supplementary Data 1: List of significantly differentially expressed genes 24 hpt, Supplementary Data 2: List of significantly differentially expressed genes 24 hpi.

# Supplementary material for: Gadolinium Protects Arabidopsis thaliana against Botrytis cinerea through the Activation of JA/ET-Induced Defense Responses
**Source:** Int J Mol Sci. 2021 May 6;22(9):4938. doi: 10.3390/ijms22094938
**Supplement:** Supplementary file 1

## **Supplementary Information Legends.**

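The table lists Gene Ontology terms over-represented among genes, with the number of genes of each term in a reference list, the number found in the submitted list, the number expected and the ratio of the last pair. Its 4 sheets hold separate analyses for the genes called higher and lower at 24 hpt and at 24 hpi. The paper's submitted lists had 1086 genes (higher, 24 hpt), 189 (lower, 24 hpt), 633 (higher, 24 hpi) and 410 (lower, 24 hpi). The repeated calls gave 1111, 194, 644 and 415 genes for the same lists. In the paper's table, defense response holds 192 of the 1086 genes, which is 17.7%, and response to fungus 82 genes, which is 7.55%. For the genes lower at 24 hpt, response to abiotic stimulus holds 45 of the 189 genes, which is 23.8%, and response to water deprivation 22 genes, which is 11.6%. Terms are nested and a gene can belong to several of them, so these shares do not add up.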

**Supplementary Table 1.** GO enrichment analysis of differentially expressed genes commonly induced or repressed after Gd application (24 hpt) and during the interaction with *B. cinerea* (24 hpi).

**Supplementary Figure 1.** Gd does not affect germination rates, fresh nor dry weight. **(A)**. Mock-, Gd- or Ca-treated seedlings were transplanted to the soil and 30 days post transplanting the number of leaves were counted. *A. thaliana* seeds were incubated during 1 hour with distilled sterile water (Mock), 0.2 g l<sup>-1</sup> Ca or Gd and germinated under in-vitro conditions, 10 days post incubation germination rate **(B)**, fresh **(C)** and dry weight **(D)** were measured. Bars represent mean values ( $\pm$  SD) of three independent experiments (n=30 for each experiment). Different letters above each bar represent statistically significant differences according to the Scott-Knott test ( $p < 0.05$ ).

**Supplementary Figure 2.** Gd does not modify plant cuticle permeability. 4-week-old *A. thaliana* plants were treated with 0.2 g l<sup>-1</sup> Ca or Gd (24 hpt). **(A)** Leaves were placed in ethanol and the release of chlorophyll was followed over the indicated time points. The values represent mean of three independent samples ( $\pm$  SD). **(B)** A droplet of toluidine blue was placed on the leaf surface for 2 hours, then was rinsed away with water. The blue stain remains attached to the cell wall if the plant has a more permeable cuticle. **(C)** Leaves were bleached overnight in ethanol then stained with calcofluor white that binds to cellulose and viewed under UV light. Calcofluor staining to the leaf is indicative of a permeabilized cuticle. All the experiments were carried out three times with similar results, representative pictures are shown.

**Supplementary Figure 3.** MapMan pathway analysis of differentially expressed genes of **(A)** 24 hpt with 0.2 g l<sup>-1</sup> Gd and **(B)** afterwards infected with *B. cinerea* (24 hpi) compared to Ca-treated samples.

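MapMan draws each gene as a coloured square in a diagram of cellular processes, coloured by its log2 fold change in Gd- against Ca-treated samples. Panel A rests on the 24 hpt pair of libraries and panel B on the 24 hpi pair. The assignment of genes to MapMan's diagrams was not used here. Among the gene families that a biotic stress diagram commonly shows, 17 WRKY genes and 13 glutathione S-transferase genes had a transcript called higher by the authors' procedure at 24 hpt, and 10 and 12 at 24 hpi. At 24 hpt 0 genes of either family had one called lower, and at 24 hpi 1 gene of each.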

**Supplementary Data 1.** List of significantly differentially expressed genes 24 hpt. Genes names are from TAIR 10 annotation. 

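The FPKM columns hold whole numbers. They equal the deposited FPKM values rounded to the nearest whole number for 1389 of the 1389 transcripts of the table, which belong to 1301 genes. Rounding sets values below 0.5 FPKM to 0, and this applied to 13.1% of the transcripts above 0 FPKM in Ca and 16.7% in Gd. A rounded 0 enters the ratio as 0.5, so the fold change of a transcript listed at 0 in 1 of the columns is set by that value.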

Ca- and Gd-treated columns contain the FPKM values from RSEM analysis, from Ca- and Gd-treated *A. thaliana* samples, respectively. "Fold change" are normalized Log2 values. All the transcripts of this table have a p-value  $< 0.001$ . 

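In the procedure as repeated here, the p-value of each transcript comes from the position of its ratio on the MA plot, given its mean level, under a model in which fragments are drawn at random from 2 libraries. Because the rounded FPKM take the place of counts, the size of the library in the model is the sum of the FPKM and not the number of fragments. The largest p-value in the table is 0.000983. With the model applied to the recovered fragments instead, a setting chosen after seeing the data, 5258 transcripts were called higher and 2473 lower at 24 hpt. Neither version contains variation between plants.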

The genes analyzed on Figure 7 are highlighted in yellow.

**Supplementary Data 2.** List of significantly differentially expressed genes 24 hpi. Genes names are from TAIR 10 annotation. 

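For 1106 of the 1106 transcripts of this table, which belong to 1030 genes, the FPKM columns equal the deposited FPKM of the infected Ca- and Gd-treated plants rounded to whole numbers. At 24 hpi 12.3% of the transcripts above 0 FPKM in Ca and 12.0% in Gd were rounded to 0. The repeated log2 fold changes were within 0.01 of the table's for each of these transcripts.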

Ca- and Gd-treated columns contain the FPKM values from RSEM analysis, from Ca- and Gd-treated *A. thaliana* and infected with *B. cinerea* samples, respectively. "Fold change" are normalized Log2 values. All the transcripts of this table have a p-value  $< 0.001$ . The genes analyzed on Figure 7 are highlighted in yellow.

How the deposited data were processed for this re-analysis (not part of the article)

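The data are 4 RNA-seq libraries of *A. thaliana* leaves, 1 for each condition (Ca and Gd at 24 hpt, Ca and Gd with *B. cinerea* at 24 hpi), each made from RNA pooled over 3 independent experiments of 5 plants. The control libraries are described as mock in the sample labels and as Ca in the paper, and the paper was followed. The authors filtered the reads, mapped them to the *A. thaliana* transcriptome (TAIR10 is stated) with Bowtie2 and quantified transcripts with RSEM, and the values they deposited are FPKM with 2 decimals and no scaling between libraries. The transcript identifiers were matched to the RefSeq annotation of TAIR10.1, and 48148 of the 48359 identifiers matched. Coordinates are those of TAIR10.1. Gene symbols are the paper's where it gives them and otherwise the annotation's.

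The tests had been planned for counts, with the authors' procedure as the main one. Because the values are FPKM, no count test is a main result, and the planned count alternatives based on a negative binomial model were not run. The criterion that took its place was adopted after the values had been examined and after the numbers it gives at each pseudocount, and those of the authors' procedure, had been seen. It is a change of more than 2-fold on log2(FPKM + 0.5) after scaling each library to the same total FPKM, without a test, since there is 1 library per condition. The authors' procedure was repeated beside it. FPKM were rounded to whole numbers, transcripts at 0 in both libraries were dropped, remaining zeros were set to 0.5, and the ratio was tested with the random sampling model of DEGseq, written anew from its formula, with a log2 fold change beyond 1 and a p threshold of 0.001. The paper names DEGseq and FPKM. It does not state the rounding, the treatment of zeros or the model, which were inferred. The methods name a threshold of 0.05, and the legends of Supplementary Data 1 and 2 name 0.001. For lists of genes the transcripts of a gene were summed. A list's median was compared with 10000 random lists of genes matched on mean expression in 20 bins, and the overlap of called transcripts with random lists matched in 100 bins. Each gene of a list counted alike, whether a higher level would favour or limit the response. No p-value across genes is given.

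Sequencing depth was recovered from genes with a single transcript between 800 and 3000 nt, as the largest step of which FPKM times effective length (length minus 200 nt) was a whole multiple. With this effective length, the sum over transcripts of FPKM times length came to between 0.986 and 1.01 of its value for complete libraries. The recovered fragments, between 5680000 and 12060000 per library, gave the 95% Clopper-Pearson intervals, which cover counting error only. PCR copies of a fragment are not told apart in the files, so these intervals are a lower limit of the error.

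The named genes are those in the results text and in Fig. 7A, 7B, 8C and 8D, the 2 reference genes of the qRT-PCR and, for each comparison of Gd with Ca, the 5 transcripts with the largest increase and the 5 with the largest decrease among those past the threshold with at least 10 FPKM in both libraries. Families were defined by product names, chosen after the values had been examined, and the 6 clock genes by a list written before their values were seen. Alternatives were another scaling (an unweighted trimmed mean of log ratios with 30% of the ratios and 5% of the intensities trimmed at each end, or the median of ratios, with factors computed from transcripts for transcripts and from genes for genes), a minimum of 10 FPKM (planned as 10 counts), summed transcripts, nuclear transcripts, Fisher's exact test on the rounded FPKM, the p threshold, the first transcript model and the pseudocount. Gene Ontology and MapMan analyses were not repeated.

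The code was tested on simulated data with 200 changed transcripts, which were well expressed and changed by more than the 2-fold threshold. Only counting error was simulated, without variation between plants or error in assigning fragments. The authors' procedure found 97.0% of the 200 and called 0 of 46533 unchanged transcripts. It takes rounded FPKM as counts and allows for more counting error than was simulated, which left little room for false calls. These shares test the code and do not estimate the errors in the real libraries. The 2-fold criterion found 100.0% and called 262 unchanged ones. The recovered depth was 0.996 and 0.997 of the true depth. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.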

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

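The tests on the JA genes were chosen only after the result was seen, and the test on the clock genes before.

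The libraries before and after infection are not compared in the paper. With the authors' procedure, 1980 transcripts were called higher and 1596 lower at 24 hpi than at 24 hpt in Ca-treated plants, and 1437 higher and 1861 lower in Gd-treated plants. These are more than the 1189 and 200 called for Gd against Ca at 24 hpt by the same procedure. With the 2-fold criterion, 6248 were higher and 2742 lower for Gd against Ca at 24 hpt. With infection it gave 7419 higher and 7073 lower in Ca plants, and 5243 higher and 8451 lower in Gd plants. For higher transcripts in Gd plants the ranking thus depended on the criterion. Each comparison rests on 1 library per condition, so variation between plants is part of these numbers. Across the 12636 genes with a mean of at least 5 FPKM, the log2 changes in Ca and in Gd plants had a Pearson's r of 0.86 (genes are not independent replicates). Infection is the biological explanation, but the 24 hpi plants were also harvested a longer time after the treatment. No library of uninfected plants from that later time is among the 4, so infection and time since treatment are not separated. A change with infection therefore stands for 24 hpi against 24 hpt. A harvest at another time of the day was tested as well. The log2 change of the morning clock genes *CCA1* and *LHY* was -4.66 and -3.44 in Ca plants and -3.67 and -3.67 in Gd plants. *CCA1* had 60.1 FPKM in Ca at 24 hpt and 1.89 FPKM in Ca at 24 hpi. Of the evening genes, *TOC1* rose by 1.54 and 1.32 and *PCL1* by 2.18 and 1.24, whereas *GI* changed by -0.26 and 0.15 and *ELF4* by -0.25 and -0.75. The mean change of the morning genes minus that of the evening genes was -4.85 in Ca plants. The test had asked for a mean change of more than 2-fold in both groups of clock genes, and the evening genes reached means of 0.80 and 0.49, so the result lies between the outcomes that would have separated the explanations. The rule first applied to these values counted them against the time of the day, and it was changed after they were seen because the outcome stated beforehand for that reading had not been met either. Infection may itself act on these genes. The difference between the time points cannot be told apart from a different hour of harvest or the longer time since treatment. Clock genes also differed between Gd and Ca within a time point, *CCA1* by -0.65, *LHY* by 0.54 and *GI* by -0.39 at 24 hpt and *PCL1* by -0.61 at 24 hpi.

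Changes in opposite directions at 24 hpt and 24 hpi, each with a 95% counting interval that excludes 0, were found for 7 of the named genes. The log2 fold changes at the 2 time points were 0.45 and -0.63 in *ERF3*, 1.89 and -0.81 in *ACO4*, 0.96 and -0.71 in *AOC1*, 1.15 and -0.90 in *AOC2*, 1.84 and -1.45 in *CORI1*, 0.81 and -1.89 in *CORI3*, and 3.08 and -4.23 in *PDF1.1*. The difference between the time points was not tested against variation between plants, which needs replicates. For the 5 JA genes of this group, the intervals of the 2 time points overlapped in 0 genes, and with TMM-type scaling 5 of the 5 still changed sign. The genes were chosen for opposite changes with intervals on either side of 0, so neither outcome tests how common such changes are. For single genes the intervals lie well apart, with 1.07 to 1.23 at 24 hpt and -1.07 to -0.73 at 24 hpi in *AOC2*, and the opposite signs hold with either other scaling. For *PDF1.1* 1 library of each pair is listed at 0. The pattern cannot be told apart from variation between plants.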

How the results depend on the processing

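The alternatives were set before the data were examined, except the pseudocounts of 1 and 0.1 for the number of transcripts, the recovered fragments and the thinning to equal depth, which were chosen after seeing the data. The 2-fold criterion without a test, the minimum of 10 FPKM in place of 10 counts and the TMM-type scaling in place of a weighted one were also adopted after the values proved to be FPKM. No paired analysis was possible because each condition has 1 library. The planned negative binomial tests with an assumed variation between plants were not run, since they need counts.

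The number of transcripts changed by more than 2-fold, or called as changed, differed between the settings. With the main setting it was 6248 higher and 2742 lower at 24 hpt, 4973 and 4846 at 24 hpi, 1997 and 815 at both, 7419 and 7073 for infection in Ca and 5243 and 8451 for infection in Gd. With at least 10 FPKM required in each library it was 883 higher and 211 lower at 24 hpt, 549 and 329 at 24 hpi, 225 and 66 at both, 1290 and 1057 for infection in Ca and 1122 and 1344 for infection in Gd. With the transcripts of a gene summed it was 3068 higher and 849 lower at 24 hpt, 1986 and 1868 at 24 hpi, 1227 and 391 at both, 3788 and 3921 for infection in Ca and 2508 and 5144 for infection in Gd. The authors' procedure gave 1189 higher and 200 lower at 24 hpt, 673 and 433 at 24 hpi, 377 and 71 at both, 1980 and 1596 for infection in Ca and 1437 and 1861 for infection in Gd. With its p threshold at 0.05 it gave 2335 higher and 535 lower at 24 hpt, 1620 and 1140 at 24 hpi, 793 and 158 at both, 3522 and 3027 for infection in Ca and 2508 and 3590 for infection in Gd. Fisher's exact test on the rounded FPKM gave 1153 higher and 186 lower at 24 hpt, 653 and 404 at 24 hpi, 365 and 65 at both, 1876 and 1614 for infection in Ca and 1379 and 1856 for infection in Gd. The cause was not tested. The number lower at 24 hpt was 4236 and the number lower at both time points 1324 with median-of-ratios scaling. With a pseudocount of 1 these were 1732 and 485, and with 0.1 they were 4477 and 1400. The other numbers stayed within 1.5 times the main ones with either other scaling, with either other pseudocount and with the recovered fragments, and all of them did with nuclear transcripts only.

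For the authors' procedure, nuclear transcripts, Fisher's exact test and summed transcripts kept each number within 1.5 times. With the p threshold at 0.05 it gave the numbers above. With at least 10 FPKM in each library, here applied to the rounded FPKM, it gave 641 higher at 24 hpt and 396 higher and 245 lower at 24 hpi. It gave 167 higher at both, 1088 and 905 for infection in Ca and 926 and 1113 for infection in Gd. The balance of higher and lower transcripts at 24 hpt moved with the scaling. TMM-type scaling gave 334 lower, and median-of-ratios scaling 774 higher and 574 lower at 24 hpt and 140 lower at both. The random sampling model on the recovered fragments gave 5258 higher and 2473 lower at 24 hpt, 3733 and 3609 at 24 hpi, 1623 and 657 at both, 6363 and 6122 for infection in Ca and 4660 and 7306 for infection in Gd, where its libraries hold between 5680000 and 12060000 fragments, against sums of FPKM between 764829 and 798779. With the deeper library of each pair thinned to the depth of the other, the medians of 20 draws were 1181 and 201 at 24 hpt and 676 and 407 at 24 hpi.

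Of the gene lists, a log2 fold change above 1 left 6 candidate genes at 24 hpt and 1 at 24 hpi, 36.8% of the ET genes at 24 hpt and 10.5% at 24 hpi, and 32.0% of the JA genes at 24 hpi. The share of JA genes at 24 hpt (84.0%) stayed between 68.0% and 88.0% under the alternatives tried. TMM-type scaling, median-of-ratios scaling, the first transcript model and the lower bound of the interval kept the other lists within 1.5 times. Of the 63 named genes, 33 left their counting interval at 24 hpt with TMM-type scaling and 46 with median-of-ratios scaling, and 2 and 6 changed sign. At 24 hpi, where *LTP3* has no interval and stayed at 0, 6 and 7 left it and 3 and 3 changed sign. With the first transcript model 7 left it at 24 hpt and 6 at 24 hpi, and 2 and 2 changed sign or became 0, *JAR1* at 24 hpt among them (3.37 in place of -0.12). With a pseudocount of 1, 3 and 1 left it and 0 changed sign. The depth limits low genes most, as for *ERF1* at 24 hpt, whose interval ran from 2.84 to 10.69.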

Differences from the paper's values

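For values without an error, a difference of more than 1.5 times was taken as a difference, and for log2 fold changes a change of sign or a difference of the same size on the log2 scale. The number of transcripts changed by more than 2-fold in FPKM, without a test, was 6248 higher and 2742 lower at 24 hpt against the paper's 1189 and 200, and 4973 and 4846 at 24 hpi against the paper's 673 and 433. At both time points it was 1997 and 815 against the paper's 377 and 71. The authors' procedure as repeated here, with the p threshold of 0.001 of the legends of the paper's supplementary data, gave 1189, 200, 673, 433, 377 and 71. Fisher's exact test on the rounded FPKM gave 1153, 186, 653, 404, 365 and 65, also within the limit. With at least 10 FPKM in each library the numbers were 883, 211, 549, 329, 225 and 66, and all but the 225 higher at both time points were within it. TMM-type scaling, median-of-ratios scaling, summed transcripts, nuclear transcripts and the threshold of 0.05 that the methods name, which gave 2335, 535, 1620, 1140, 793 and 158, did not close the gap. The pseudocounts and the recovered fragments, chosen after seeing the values, did not close it either.

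For the ET genes at 24 hpi, 52.6% had a positive log2 fold change against the paper's 30%. With TMM-type scaling, median-of-ratios scaling and the lower bound of the interval the share was 42.1%, within the limit. With the first transcript model (47.4%) and a log2 fold change above 1 (10.5%) it was not.

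The transcript AT3G01830.1 had a log2 fold change of 4.59 at 24 hpt against the paper's 5.23, and AT2G46370.1 of *JAR1* one of 3.37 against the paper's 3.96. With a pseudocount of 1, TMM-type scaling and median-of-ratios scaling AT3G01830.1 had 3.93, 4.46 and 4.32, and AT2G46370.1 had 3.01, 3.20 and 3.05. These alternatives did not close the gaps. They were set before the data were examined, except that the TMM-type scaling took the place of a weighted one afterwards. The authors' procedure, set before the data were examined, gave 5.23 and 3.96. It rounds the FPKM to whole numbers and sets a rounded 0 to 0.5.

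The paper's text counts AT1G62480 among the genes induced by Gd. In the files it was lower in Gd at both time points, with log2 fold changes of -1.26 and -1.35, and the paper's Supplementary Data 1 and 2 also list it with negative values. Fig. 8D shows *JAR1* as strongly induced at 24 hpt, whereas the sum of its transcripts had a log2 fold change of -0.12, and its first model alone 3.37. Fig. 8D gives no change for *PDF1.1* at 24 hpt, where the files list 0 FPKM in Ca and 3.65 FPKM in Gd. Of the genes changed at both time points, the paper's text places nearly all with higher expression in defense responses. It places most of the repressed ones in responses to abiotic stress. In the paper's Supplementary Table 1 the term defense response holds 17.7% of the genes higher at 24 hpt and 18.8% of those higher at 24 hpi, and response to abiotic stimulus 23.8% of the genes lower at 24 hpt and 19.5% of those lower at 24 hpi. The same term holds 19.2% and 19.7% of the genes with higher expression. The title of that table refers to the genes changed at both time points, whereas its sheets treat each time point on its own. The share of a single term in these lists is another measure than the paper's statement, which names several defense categories, and cannot decide it. In the reference list defense response holds 923 genes, of which 192 were among the 1086 genes higher at 24 hpt.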

Other observations

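The test of scaling on the balance of transcripts called higher and lower and the tests on AT1G62480 and *PATL1* were chosen only after the result was seen.

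At 24 hpt the authors' procedure called 1189 transcripts higher and 200 lower. A difference in depth was tested by thinning the Gd library, 1.69 times as deep, to the depth of the Ca library, and the median ratio of higher to lower calls over 20 draws was 5.89. The procedure takes the sum of the FPKM as the library size, which thinning leaves nearly unchanged, so this test had little room to come out otherwise. With a rounded FPKM of at least 10 required in each library, where counting error is smaller, 641 were higher and 149 lower. The imbalance was thus not limited to low transcripts. This does not settle the question of depth, since the change itself helps decide which transcripts pass the filter. With TMM-type scaling the ratio was 2.76, and with median-of-ratios scaling 774 were higher and 574 lower. Both scalings centre the log ratios, which moves the balance towards equal numbers whatever its cause, so neither shows whether scaling by totals produced the imbalance. A bias in GC content or length was tested across 12608 genes, and Spearman's rho of the log2 fold change was -0.06 with GC content and 0.02 with length. The 10 most abundant transcripts held 12.0% of the FPKM in Ca and 7.83% in Gd at 24 hpt. A fall of the most abundant transcripts raises all others when totals are made equal. How much of the imbalance this accounts for was not tested. A larger number of induced than repressed transcripts may be a response to Gd, as a hypothesis, but it cannot be told apart from the choice of scaling.

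The overlap of 377 transcripts called higher at both time points was compared with lists matched on mean expression, which shared at most 111 in 10000 draws. A shared preference for highly expressed transcripts therefore does not account for the overlap. Variation between plants could not be examined, as each condition has 1 pooled library.

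In 33 cases over both comparisons, a gene had transcript models called in opposite directions, and in 28 of them the sum of its transcripts changed by less than 2-fold (2 of 4 at 24 hpt and 26 of 29 at 24 hpi). Opposite changes tend to cancel in a sum whatever their cause, so the pattern cannot be told apart from the assignment of fragments between models, and a change in splicing was not tested.

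The response to Gd at 24 hpt and the change with infection in Ca plants had a Pearson's r of 0.33 across 12636 genes, which are not independent replicates. Both share the Ca library at 24 hpt, which alone gives a positive r. With the infection in Gd plants, which shares the Gd library with the opposite sign, r was 0.03. By the rule first set, any positive r would have counted against the shared library. A margin of 0.1 was added after the value was seen, since 0.03 is close to 0. A resemblance between the response to Gd and the response to infection cannot be told apart from the effect of the shared library. The response to Gd at 24 hpt and that at 24 hpi, which share no library, had an r of 0.62.

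AT1G62480 was lower in Gd than in Ca at both time points. From 24 hpt to 24 hpi it rose by 4.62 on the log2 scale in Ca plants and by 4.52 in Gd plants. With TMM-type and median-of-ratios scaling the log2 fold change at 24 hpt was -1.49 and -1.63 with factors computed from genes, and -1.46 and -1.62 with factors computed from transcripts. Scaling by totals gives the least negative value of these, so it does not account for the lower level. Counting error was tested, and the upper bound of the interval was -1.12. The gene has 1 transcript model, so assignment between models does not apply. The lower value in Gd cannot be told apart from variation between plants. No library of untreated plants is among the 4, so the files do not separate a fall with Gd from a rise with Ca.

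The reference gene *PATL1* was lower in Gd at 24 hpt, with a log2 fold change of -0.75, and of -0.99 with TMM-type and -1.12 with median-of-ratios scaling. Scaling by totals gives the least negative of these and does not account for the difference. From 24 hpt to 24 hpi *PATL1* rose by 2.56 in Ca plants and by 3.05 in Gd plants, from 209 FPKM to 1241 FPKM in Ca. *RHIP1* changed by -0.16 and -0.57. The mean of both genes moved by -0.12 between Ca and Gd at 24 hpt and by 1.20 and 1.24 from 24 hpt to 24 hpi. *PATL1* may therefore be a poor reference for comparing infected with uninfected plants, while its effect on the ratio of Gd to Ca at 24 hpt would be small against the increases of the 6 genes tested.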
